# L-lactate induces specific genome wide alterations of gene expression in cultured bovine granulosa cells

**DOI:** 10.1186/s12864-019-5657-6

**Published:** 2019-04-05

**Authors:** Anja Baufeld, Dirk Koczan, Jens Vanselow

**Keywords:** Tissue culture, Gene expression, Signaling pathways, mRNA microarray, Angiogenesis

## Abstract

**Background:**

Previously, we could show that L-lactate affects cultured bovine granulosa cells (GC) in a specific manner driving the cells into an early pre-ovulatory phenotype. Here we studied genome wide effects in L-lactate-treated GC to further elucidate the underlying mechanisms that are responsible for the L-lactate induced transformation. Cultured estrogen producing GC treated either with L-lactate or vehicle control were subjected to mRNA microarray analysis.

**Results:**

The analysis revealed 487 differentially expressed clusters, representing 461 annotated genes. Of these, 333 (= 318 genes) were identified as up- and 154 (= 143 genes) as down-regulated. As the top up-regulated genes we detected *TXNIP*, *H19* and *AHSG* as well as our previously established marker transcripts *RGS2* and *PTX3.* The top down-regulated genes included *VNN1*, *SLC27A2* and *GFRA1*, but also *MYC* and the GC marker transcript *CYP19A1*. Pathway analysis with differentially expressed genes indicated “cAMP-mediated signaling” and “Axon guidance signaling” among the most affected pathways. Furthermore, estradiol, progesterone and Vegf were identified as potential upstream regulators. An effector network analysis by IPA provided first hints that processes of “angiogenesis” and “vascularization”, but also “cell movement” appeared to be activated, whereas “organismal death” was predicted to be inhibited.

**Conclusions:**

Our data clearly show that L-lactate alters gene expression in cultured bovine GC in a broad, but obviously specific manner. Pathway analysis revealed that the mode of L-lactate action in GC initiates angiogenic processes, but also migratory events like cell movement and axonal guidance signaling, thus supporting the transformation of GC into an early luteal phenotype.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-019-5657-6) contains supplementary material, which is available to authorized users.

## Background

Folliculogenesis is a finely tuned process of cellular differentiation. The most crucial step of differentiation is the folliculo-luteal transition that is initiated by the pre-ovulatory LH surge. Besides the release of a fertilizable oocyte in particular in the bovine this transition involves a deep transformation of somatic cells of the follicular wall into luteal cells. This is essential for regulating the ovarian cycle and supporting an ongoing pregnancy. In this transition phase the follicle is completely remodeled from the vesicle-like estradiol (E2)-producing dominant follicle into the compact progesterone (P4)-producing corpus luteum (CL). In the bovine, cells of the granulosa and theca layers migrate and largely intermingle with each other during CL formation [1]. This remodeling of the follicle is preceded and accompanied by a profound and meticulous regulation of gene expression in particular in the granulosa cell layer. Especially genes involved in steroidogenesis have been shown to be strongly regulated by the LH surge [2–5]. *CYP19A1*, encoding the key enzyme of estradiol synthesis (aromatase) is massively down-regulated together with the gonadotropin receptors *FSHR* and *LHCGR*. On the other hand several genes are highly up-regulated due to LH, namely *RGS2* (regulator of G protein signaling 2), *VNN2* (vanin 2) and *PTX3* (pentraxin 3). *VNN2* and *PTX3* are involved in processes of inflammation. Moreover, *PTX3* has been demonstrated to be essential for female fertility by organizing stable extracellular matrix architecture for an intact cumulus oophorus complex [6–8]. *RGS2* interacts with the Gα subunit of G proteins by blocking Gα-mediated signaling [9] and was shown to modulate LH receptor signaling thus having an important role during the folliculo-luteal transition [10, 11]. From this knowledge, typical markers for LH-dependent differentiation in the bovine could be established [3], whereby in particular the role of various growth-factors as those of the TGFbeta superfamiliy or EGF and their role during follicle differentiation were analyzed in detail [12–15]. In our previous study we could demonstrate that L-lactate, a molecule that is usually known to be connected to the energy metabolism, can act as a signaling molecule that specifically influences gene expression and thus remarkably influences GC differentiation in vitro [16]. Other studies could show that L-lactate is present at much higher levels within the follicular fluid than in serum [17, 18]. Additionally, it was shown that the L-lactate levels in rats increase at the expected time of the LH-surge implicating a regulatory role that forces GC differentiation [19]. During the present study we analyzed the effects of L-lactate in a genome wide mRNA microarray approach with subsequent bioinformatic evaluation of the datasets to elucidate the underlying pathways and biological processes.

## Methods

### Tissue collection and cell culture

Ovaries were collected at a local abattoir irrespective of age, nutritional status or stage of ovarian cycle and transported in 1x PBS (with 100 IU penicillin, 0.1 mg/ml streptomycin and 0.5 μg/μl amphotericin). For each cell preparation granulosa cell pools were obtained by aspiration of small to medium sized follicles (< 6 mm) with a syringe and 18 G needle from 30 to 40 ovaries. By follicle aspiration almost exclusively cells from the granulosa without contaminating thecal cells were collected [4]. Living cells were counted using the trypan blue exclusion method and cryo-preserved in freezing media (fetal calf serum containing 10% DMSO; Roth, Karlsruhe, Germany). Additionally, a small portion of the freshly aspirated sample-pool was preserved as “pre-cultured sample” for qPCR analysis in liquid nitrogen. For seeding, the GC were thawed and immediately transferred into α-MEM and centrifuged at 500 x g for 3 min to ensure fast removing of the freezing media. Afterwards the cell pellet was diluted in α-MEM containing L-Glutamine (2 mM), sodium bicarbonate (10 mM), BSA (0.1% *w*/*v*), HEPES (20 mM), sodium selenite (4 ng/ml), transferrin (5 μg/ml), insulin (10 ng/ml), non-essential amino acids (1 mM), penicillin (100 IU/ml) and streptomycin (0.1 mg/ml), FSH (20 ng/ml; Sigma Aldrich, Steinheim, Germany), R^3^ IGF-1 (50 ng/ml; Sigma Aldrich), and androstenedione (2 μM; Sigma Aldrich). Improved attachment of plated GC was achieved by coating the wells with Collagen R (0.02%; Serva, Heidelberg, Germany). Cells were cultured at a density of 1.0 × 10^5^ living cells per well. Cells were additionally treated with sodium L-lactate (30 mM; Sigma Aldrich), sodium chloride as vehicle control (30 mM; Sigma Aldrich) or left untreated. If not stated otherwise all reagents were purchased from Merck Millipore (Berlin, Germany). GC were cultured for 8 days at 37 °C and 5% CO_2_ and two-third of the media with or without L-lactate or vehicle was exchanged every other day.

### RNA preparation, cDNA synthesis and quantitative real-time PCR

Total RNA was isolated with the RNeasy Plus Mini Kit (Qiagen, Hilden, Germany) according to the manufacturer’s instructions. Measuring the RNA concentration was done with a NanoDrop 1000 Spectrophotometer (Thermo Scientific, Bonn, Germany). Afterwards, cDNA synthesis was performed using the SensiFAST cDNA Synthesis Kit (Bioline, Luckenwalde, Germany) from 150 ng RNA. Validation of the microarray data was accomplished with quantitative real-Time PCR (qPCR). Therefore, SensiFAST SYBR No-ROX (Bioline) was used with gene-specific primers as listed in Additional file 1: Table S1. The amplification was done in duplicate from 0.2 and 0.4 μl cDNA in a total volume of 12 μl in a LightCycler 96 instrument (Roche, Mannheim, Germany). The ensuing cycle conditions were used: pre-incubation at 95 °C for 5 min, 40 amplification cycles of denaturation at 95 °C for 20 s, annealing at 60 °C for 15 s, extension at 72 °C for 15 s and single-point fluorescence acquisition for 10 s. At the end of each run, the melting point was analysed to check for amplification of the right products. Additionally, PCR products were checked by agarose gel electrophoresis (3%, stained with Roti-GelStain, Roth, Karlsruhe, Germany). As external standards for quantification cloned and sequenced products were used. Therefore, five different dilutions of the respective standards (5 × 10^− 12^ – 5 × 10^− 16^ g DNA/reaction) were freshly prepared and co-amplified. To check for appropriate reference genes in this experimental setup the following commonly used genes were examined: *B2M* (Beta-2-microglobulin), *GAPDH* (Glyceraldehyde-3-phosphate dehydrogenase), *RPLP0* (Ribosomal protein lateral stalk subunit P0) and *TBP* (TATA box binding protein). The two most stable reference genes were obtained by using the geNORM algorithm implemented in the NormqPCR package for R [20], revealing *TBP* and *B2M* as the most stable genes. For normalization the geometric mean of both was used.

### Microarray profiling, bioinformatic evaluation and statistics

The RNA of samples from the three different culture conditions (untreated, L-lactate and vehicle control, 5 samples per group, *n* = 15) were subjected to mRNA microarray analysis. The quality of RNA was checked in a Bioanalyzer Instrument (Agilent Technologies, St. Clara, CA, USA) revealing a RIN factor ranging from 9.5 to 9.9 thus showing negligible degradation of individual samples. The Bovine Gene 1.0 ST Array (Affymetrix, St. Clara, CA, USA) was used for the analysis. Amplification, labelling and hybridization was performed with the “GeneChip Expression 3’ Amplification One-Cycle Target Labeling and Control Reagents” (Affymetrix) according to the manufacturer’s protocol. Hybridization was done overnight in the GeneChipR Hybridization Oven (Affymetrix) and visualized with the Affymetrix GeneChip Scanner 3000. Raw data were processed with the Expression Console (V1.4.1.46; Affymetrix) for normalization, background reduction and a gene-level summary using the RMA method (Robust Multichip Average). Additionally, a principal component analysis (PCA) was performed and plotted in R [21]. Results of the array have been submitted to the GEO database (GSE121408). Subsequent analysis was done with the Transcriptome Analysis Console 3.0 (TAC3.0, Affymetrix) to check for differentially expressed genes under different conditions. Analysis of Variance (ANOVA) was used to calculate the *p*-value and was additionally corrected for FDR (False Discovery Rate, Benjamini-Hochberg method) integrated in TAC3.0. Levels of significance for differentially expressed genes were set at fold change (FC) > |1.5|, ANOVA *p* < 0.05 and FDR < 0.05.

Statistic evaluation of qPCR values was performed with the SigmaPlot 11.0 Statistical Analysis System (Jandel Scientific, San Rafael, CA, USA). Threshold for statistical significance was set at *p* < 0.05.

Bioinformatic analysis was done with Ingenuity Pathway Analysis (IPA, Qiagen) using a modified list of the treatments L-lactate vs. vehicle control containing 2429 transcript clusters (FC > |1.2|, *p* < 0.05, FDR < 0.05). Out of the modified list 2193 genes could be mapped in IPA, settings for the pathway analysis were restricted to genes with FC < |1.5|, p < 0.05, FDR < 0.05. All genes having a FC between |1.2| and |1.5| were characterized as abundant in the dataset but did not influence the pathway analysis.

## Results

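Bovine granulosa cells, the steroid-producing cells that line the ovarian follicle, were cultured for 8 days under stimulation with FSH and IGF-1. RNA of 15 cultures was hybridized to the Bovine Gene 1.0 ST Array, 1 array per culture, with 5 cultures treated with 30 mM sodium L-lactate, 5 treated with 30 mM NaCl as vehicle control and 5 untreated. The NaCl thus brought the same amount of sodium into the medium as the L-lactate. The deposited values are the authors' log2 signals per transcript cluster, which is the set of probes for a transcribed locus, after background reduction, normalization and RMA summary in the Expression Console (V1.4.1.46). The array medians ranged from 4.52 to 4.60 and the single values from 0.386 to 12.7. For the RNA isolation, the sample labels name a NucleoSpin kit and the methods of the paper the RNeasy Plus Mini Kit. Groups were compared with limma in a single fit over the 15 arrays, with Benjamini-Hochberg adjustment over all clusters. A cluster was taken as differentially expressed at an adjusted p under 0.05 and a fold change above 1.5 in either direction, the thresholds of the paper.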

Raw data from the microarray analysis were initially analyzed by principal component analysis (PCA) to reduce the multidimensionality of the dataset. Individual samples of the dataset were plotted and revealed the greatest variability between the different groups of culture conditions on the x-axis with a variation of 30.9% (Fig. 1a and Additional file 1: Table S2). 

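The first component of the deposited log2 values held 31.1% of the variance. On it, the arrays of L-lactate treated cells scored 22.5 ± 2.84 (SD, n = 5), those of NaCl treated cells -5.30 ± 1.31 and those of untreated cells -17.2 ± 1.82. L-lactate and NaCl arrays were 27.8 apart on average and NaCl and untreated arrays 11.9, and no array of any group reached the range of another group (exact two-sided permutation test, p = 0.00794 for each pair of groups, the smallest p that 5 arrays against 5 allow). TXNIP, whose product binds thioredoxin and restrains glucose uptake, had the largest weight on this component, followed by ARRDC4, an arrestin of the same family. AHSG, the gene of the secreted glycoprotein fetuin-A, and PAG11, a pregnancy-associated glycoprotein known from the trophoblast, came next.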

Individual samples of the same culture condition clustered tightly together. 

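The 5 L-lactate arrays had a mean Euclidean distance of 34.3 from each other over all clusters (10 pairs), the NaCl arrays 35.7 and the untreated arrays 35.6. All distances within groups lay between 31.3 and 38.0. Correlations between arrays of the same group ranged from 0.995 to 0.997. On the third component, with 6.36% of the variance, the groups did not separate (exact two-sided permutation p from 0.540 to 0.841).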

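Arrays of untreated and of NaCl treated cells were 42.9 apart on average (25 pairs, 39.4 to 48.0). The distance of the L-lactate arrays was 46.6 from the NaCl arrays (44.0 to 49.6) and 50.9 from the untreated arrays (47.1 to 59.1). Single pairs of NaCl and untreated arrays were thus as far apart as single pairs of L-lactate and NaCl arrays.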

Although we detected a difference between the untreated GC and the cells treated with the NaCl vehicle control, the L-lactate treatment was most distant compared to both.

**Fig. 1:**
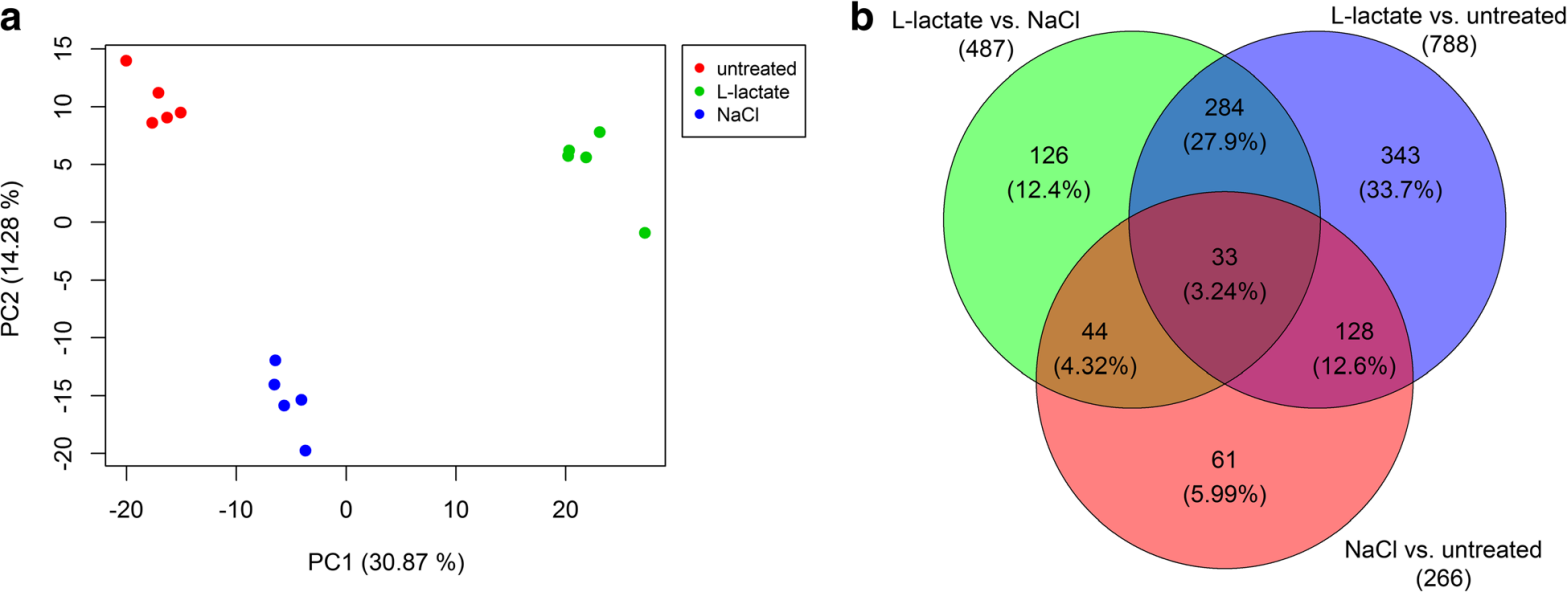
Principal component analysis (PCA) and Venn diagram of the microarray datasets. **a** PCA revealed a distinct separation of GC samples under all treatment conditions, however with the highest variation between the L-lactate treated and both other groups (PC1). **b** A Venn diagram illustrating the numbers of overlapping and differentially expressed genes of all treatment groups

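The deposited table holds 26773 transcript clusters. Of these, 18457 carry 1 gene symbol in the platform annotation, 688 carry several and 7628 have no entry, and 15 more were named from Table S4. The named clusters include the steroid gene CYP19A1, the receptor genes FSHR and LHCGR and the long non-coding RNA H19. For STAR and LDHB no cluster carries the symbol alone, so these genes have no value here.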

On the Bovine Gene 1.0 Array Chip 26,288 transcript clusters are represented. Comparing the different groups “untreated”, “L-lactate” and “NaCl” diverse numbers of differentially expressed clusters can be observed (Fig. 1b). 

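Of the clusters that differed from NaCl or from untreated cells after L-lactate treatment, 339 were differentially expressed against both controls, 222 of them higher and 110 lower in both comparisons and 7 in opposite directions. TXNIP, ARRDC4 and the growth factor gene EREG are among those that were higher against both, and the pantetheinase gene VNN1, the transcription factor gene MYC and the amino acid transporter gene SLC1A5 among those that were lower. Independent lists of these sizes would share 6.66 higher and 2.15 lower clusters. Both comparisons use the same L-lactate arrays. Simulated arrays without any difference between the groups shared 0.01 clusters on average over 100 simulations and at most 1. Without differences hardly any cluster can pass, so these simulations cannot show how much the shared arrays add to the overlap. With the L-lactate arrays divided between the comparisons, 304 to 343 clusters were shared over 20 divisions. L-lactate and NaCl each against untreated cells shared 188 clusters, 176 of them in the same direction, among them BEX2, which was lower, and PAG11, which was higher. These comparisons share the untreated arrays. With those divided between them, 159 to 180 clusters were shared over 20 divisions, 146 to 168 of them in the same direction. The numbers by comparison were 121 clusters for L-lactate against NaCl alone, 385 for L-lactate against untreated alone, 74 for NaCl against untreated alone and 37 in all 3.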

The higher number (788) of differentially regulated clusters (representing 735 annotated genes) of the L-lactate treatment compared to the untreated cells is in line with the PCA, demonstrating strongest effects between L-lactate treatment compared to both controls (“untreated” and “NaCl”). 

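Between L-lactate treated and untreated cells, 875 clusters were differentially expressed, 518 higher and 357 lower with L-lactate, and the 743 with a single symbol stand for 732 genes. PAG11 rose from 5.01 ± 0.31 (SD, n = 5) in untreated to 7.94 ± 0.37 in L-lactate treated cells, a log2 difference of 2.93 (SE 0.22, adjusted p = 9.0e-08 by limma). TBX18, a T-box transcription factor of mesenchymal development, rose by 2.41 (SE 0.09) and CHRNA2, a subunit of nicotinic acetylcholine receptors, by 2.19 (SE 0.05). GPR34, a receptor for a lysophospholipid, fell by 2.79 (SE 0.16, from clusters with identical values, whereas another cluster of the gene with a mean of 1.83 did not change). SST, which codes for the peptide hormone somatostatin, fell by 2.13, and OLR1, a scavenger receptor for oxidized lipoprotein, fell by 2.04. Of 13 genes of fibrillar and basement membrane collagens, 1 rose and 5 fell (1 and 5 adjusted over the list alone), with adjusted p = 1.5e-05 by camera and 0.13 with an estimated correlation. Of 17 genes of cholesterol synthesis, 4 rose and none fell (4 and 0 adjusted over the list alone, adjusted p = 7.5e-13 by camera and 0.025 with an estimated correlation).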

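Between NaCl treated and untreated cells, 307 clusters were differentially expressed, 108 higher and 199 lower with NaCl. BEX2, a small adaptor protein of the nervous system, fell from 6.81 ± 0.27 (SD, n = 5) in untreated to 3.83 ± 0.25 in NaCl treated cells (SE 0.14, adjusted p = 1.2e-08 by limma). NTS, the precursor of the peptide neurotensin, rose by 2.40 (SE 0.14), and NRG1, an EGF-like growth factor of granulosa cells after the LH surge, by 1.62 (SE 0.10). EGLN3, an oxygen sensor that marks HIF for degradation, fell by 1.74 (SE 0.14). The collagen gene COL1A2 fell by 1.02 (SE 0.10) and COL3A1 by 0.67 (SE 0.07). Of the 13 collagen genes, none rose and 4 fell (0 and 4 adjusted over the list alone), with adjusted p = 1.3e-08 by camera and 0.093 with an estimated correlation. Of 7 stromal marker genes, 3 of them also collagens, none rose and 2 fell (0 and 2 adjusted over the list alone, adjusted p = 0.0039 by camera and 0.22 with an estimated correlation).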

Least changes were observed between “untreated” and “NaCl” vehicle treated cells. 

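Between L-lactate and NaCl treated cells, 505 clusters were differentially expressed, and the 456 of them with a single symbol stand for 447 genes. LTC4S, the synthase of the inflammatory mediator leukotriene C4, rose from 5.19 ± 0.11 (SD, n = 5) to 7.37 ± 0.08 (SE 0.05, adjusted p = 1.5e-12 by limma). PPM1K, a mitochondrial phosphatase that promotes the breakdown of branched-chain amino acids, fell from 8.90 ± 0.01 to 7.55 ± 0.09 (SE 0.04, adjusted p = 1.9e-11). In 488 of the clusters, every L-lactate array lay on the same side of every NaCl array. Of all clusters on the array, 19.1% showed no overlap between these groups, where chance gives 0.794%.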

Comparing L-lactate vs. NaCl vehicle control treatment revealed 487 affected clusters (representing by 461 annotated genes).

### Validation with qPCR

To validate the mRNA microarray expression datasets qPCR analysis of selected transcripts was performed. Except for *SLC16A1* and *SLC16A7*, which both are not significantly regulated by L-lactate, nearly all selected genes analysed, showed high correlations between the qPCR and microarray datasets (Table 1). 

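On the arrays, the lactate transporter gene SLC16A1 read 8.13 ± 0.05 (SD, n = 5) in L-lactate and 8.14 ± 0.05 in NaCl treated cells (SE 0.04, adjusted p = 0.91 by limma). SLC16A7, another transporter of the family, had a log2 difference of -0.23 (SE 0.06, adjusted p = 0.008), short of the fold threshold. The same held for LDHA, a subunit of lactate dehydrogenase, at 0.37 (SE 0.09, adjusted p = 0.0098) and for the FSH receptor gene FSHR at -0.29 (SE 0.05, adjusted p = 4.3e-04). LHCGR, which codes for the LH receptor, fell by 0.80 (SE 0.16, adjusted p = 0.0015), with an L-lactate array at 5.70 inside the NaCl range of 5.62 to 5.90 (exact two-sided permutation test, p = 0.0238). Of the 14 genes of Table 1, 6 were higher, 4 lower and 4 neither (6 and 4 adjusted over the list alone), which is not independent evidence because the study chose them. SLC16A3, a transporter by which glycolytic cells release lactate, rose by 1.13 (SE 0.09), and it was the only one to pass of 16 genes of lactate and pyruvate handling (1 adjusted over the list alone). This list as a whole did not shift, with a median of -0.02, a mean of 0.11 and an adjusted p of 0.37 by camera.

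**Figure D1:**
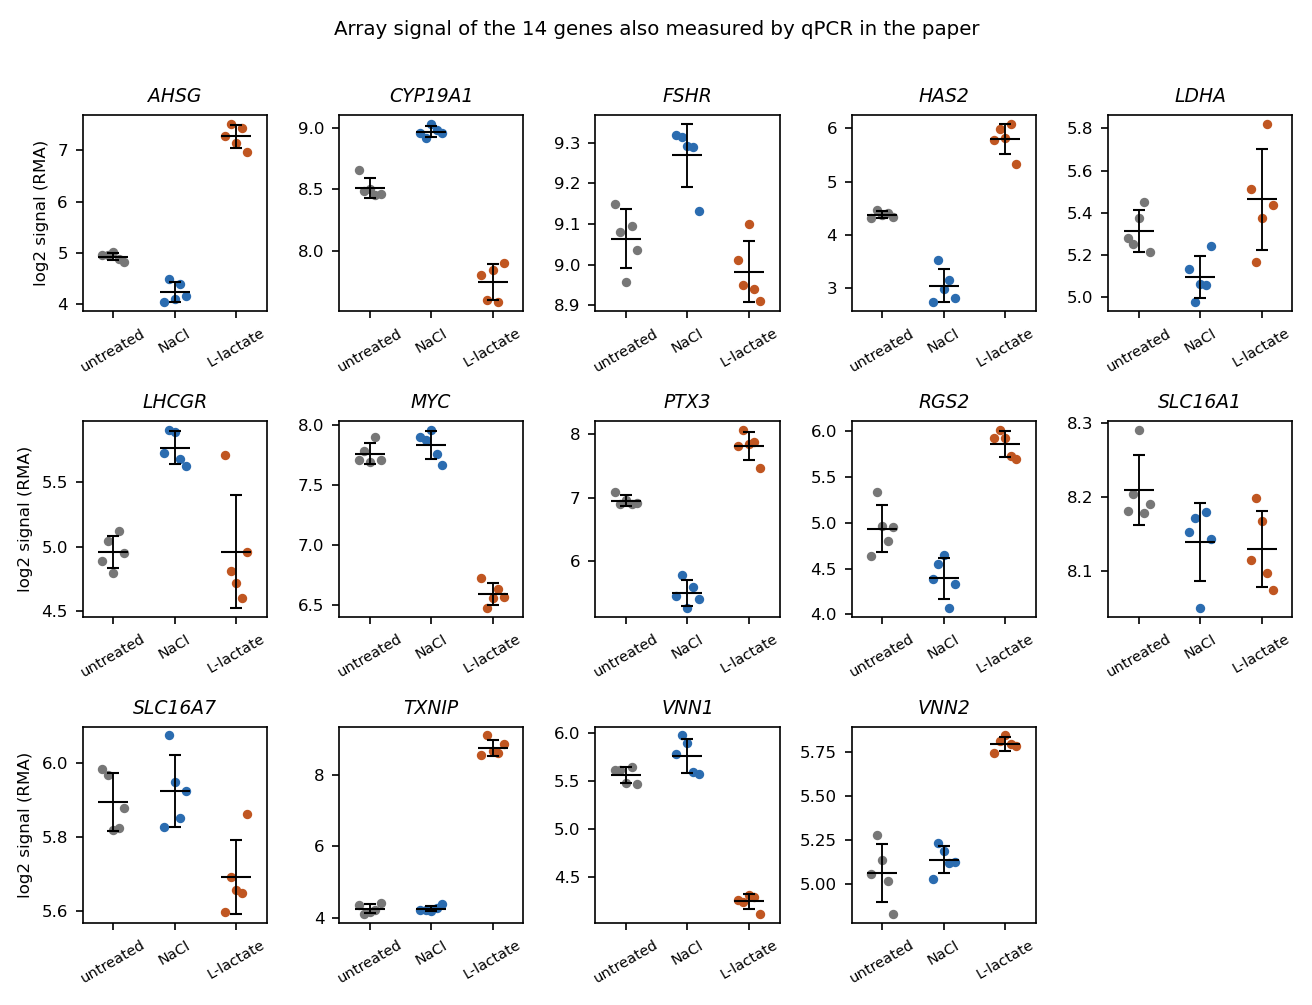
Log2 array signal of the 14 genes that the paper also measured by qPCR, in untreated, NaCl and L-lactate treated cells. Each point is an array (n = 5 per group), and bars give the mean and SD. The L-lactate arrays of TXNIP, AHSG and HAS2 lie above all other arrays of these genes, and the arrays of SLC16A1 overlap between the groups.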

Principal Component Analysis of the qPCR dataset revealed the highest variation of 71.7% between the L-lactate treatment and both other culture conditions “NaCl” and “untreated” controls (Fig. 2a and Additional file 1: Table S3), with these clustering closely together. Freshly isolated, non-cultured cells were clearly separate (Fig. 2a, black dot) from cultured samples, but clearly showed more closeness to the control than the lactate treated samples considering PC1. Differential transcript concentrations in L-lactate vs. NaCl vehicle treated controls could be validated by qPCR for all selected genes (Fig. 2b). 

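On the arrays, AHSG read 7.28 ± 0.22 (SD, n = 5) in L-lactate and 4.24 ± 0.20 in NaCl treated cells, a fold change of 8.20 (adjusted p = 6.7e-11 by limma). HAS2, the hyaluronan synthase that builds the expanding cumulus matrix around ovulation, read 5.80 ± 0.29 and 3.05 ± 0.31, a fold change of 6.74 (adjusted p = 3.4e-09). For both genes, the lowest L-lactate array lay above the highest NaCl array.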

Even the fold change for most analysed genes was similar, except for *AHSG* (8.45 vs. 2.86), *HAS2* (7.31 vs. 16.12) and *TXNIP* (21.97 vs. 100.69).

**Table 1:** Comparison of qPCR and microarray data by Pearson product moment correlation analysis

gene	correlation coefficient	*p*-Value
*AHSG*	0.953	< 0.001
*CYP19A1*	0.907	< 0.001
*FSHR*	0.546	0.035
*HAS2*	0.943	< 0.001
*LDHA*	0.608	0.016
*LHCGR*	0.702	0.004
*MYC*	0.936	< 0.001
*PTX3*	0.94	< 0.001
*RGS2*	0.922	< 0.001
*SLC16A1*	−0.0699	0.805
*SLC16A7*	−0.0206	0.942
*TXNIP*	0.997	< 0.001
*VNN1*	0.926	< 0.001
*VNN2*	0.853	< 0.001

**Fig. 2:**
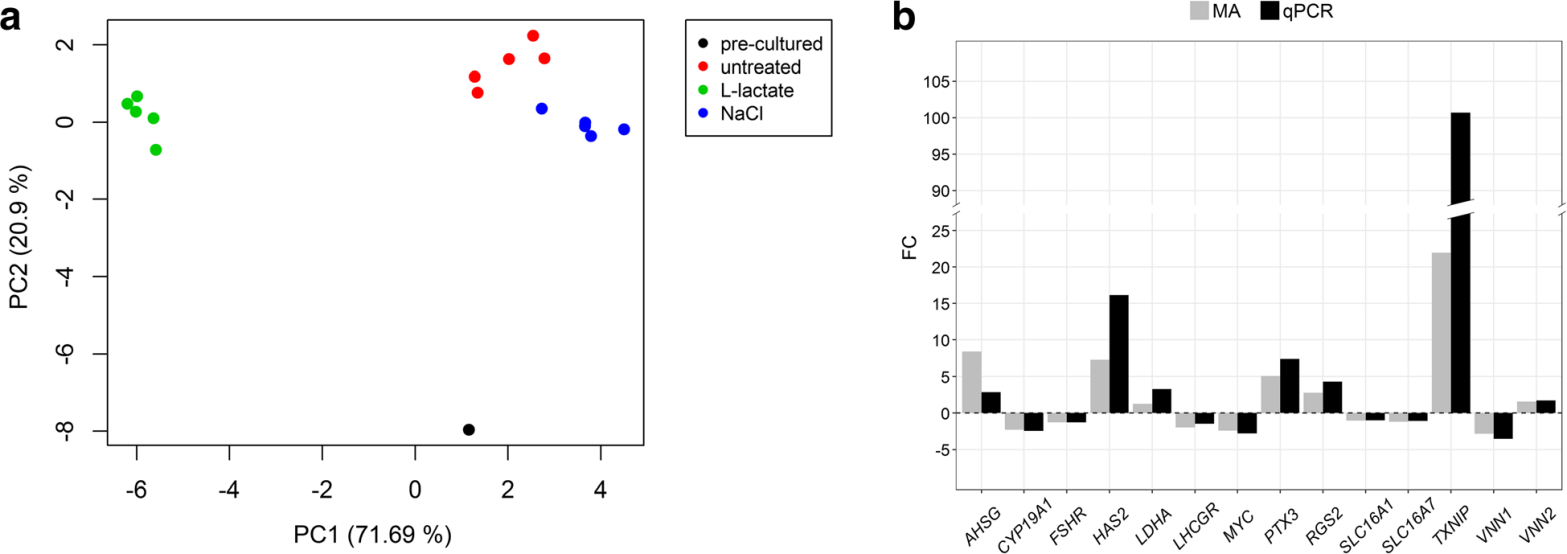
Validation of the microarray data from selected marker genes of the folliculo-luteal transition with quantitative real-time PCR. **a** PCA of the qPCR data showed highest variation between L-lactate treated and both control groups. Untreated and vehicle control treated cells cluster tightly together. The pre-cultured sample (black dot) displayed the second highest variation (PC2) to the cultured cells. **b** L-lactate vs. NaCl treated cells revealed similar fold changes in the microarray and qPCR dataset

### Differentially expressed genes

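SLC1A5, a transporter of glutamine, fell from 7.76 ± 0.13 (SD, n = 5) in NaCl to 6.48 ± 0.15 in L-lactate treated cells (SE 0.07, adjusted p = 7.3e-09 by limma). SLC7A11, the cystine transporter, fell by 1.17 (SE 0.06), and NUPR1, a stress-induced transcription regulator, by 1.07 (SE 0.05). They belong to 25 genes of the integrated stress response, which the transcription factor ATF4 switches on when amino acids run short, and of these 12 fell and none rose (12 and 0 adjusted over the list alone), with a median of -0.58. The decrease of this list had an adjusted p of 1.3e-16 by camera and 0.062 with an estimated correlation. Of 15 cytosolic aminoacyl-tRNA synthetases, many of them ATF4 targets as well, GARS1 alone fell (0 and 1 adjusted over the list alone), and the list was lower with a median of -0.37 (adjusted p = 4.4e-08 by camera and 0.033 with an estimated correlation). Of 17 genes of cholesterol synthesis, such as TM7SF2 with 0.62 (SE 0.04), 4 rose and none fell (4 and 0 adjusted over the list alone, median 0.39, adjusted p = 7.0e-17 by camera and 0.0045 with an estimated correlation). In all, 15 of 29 lists shifted, 12 up and 3 down, and 9 of them with an estimated correlation. The lists were written after the paper's tables of changed genes had been read. Their tests between L-lactate and NaCl are therefore not independent of the paper's results.

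**Figure D2:**
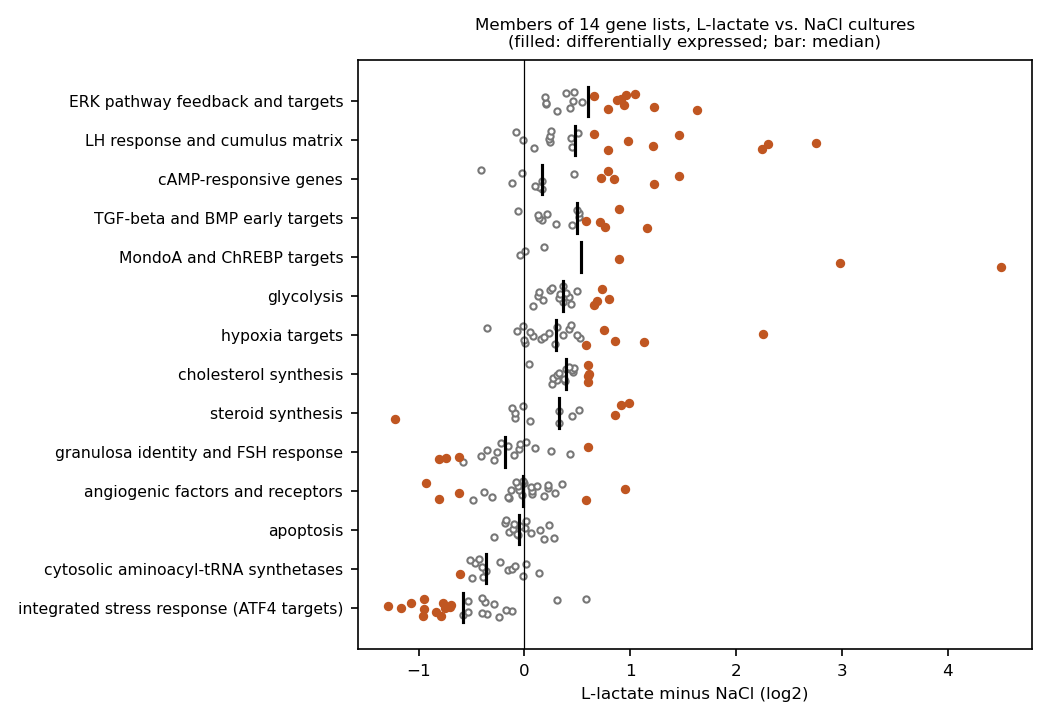
Log2 difference between L-lactate and NaCl treated cells for the members of 14 gene lists. Each circle is a gene, filled where it was differentially expressed, and the bar is the median of the list, which is -0.58 for the integrated stress response and 0.39 for cholesterol synthesis.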

Comparing the effects of lactate treatment with the NaCl vehicle control 487 transcript clusters (= 461 annotated genes) could be identified as differentially expressed. 

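Of the differentially expressed clusters, 344 (68.1%) were higher and 161 lower in L-lactate than in NaCl treated cells. COL1A1, a chain of collagen I, was among the higher ones with a log2 difference of 1.19 (SE 0.12, adjusted p = 2.2e-06 by limma, n = 5 per group). The other chain, COL1A2, was among the lower ones with -0.60 (adjusted p = 3.0e-04). ASPN, a small proteoglycan that binds collagen and TGF-beta, was among the lower ones with -1.33 (SE 0.23, adjusted p = 5.1e-04).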

From these, 333 transcript clusters were assigned as up- and 154 clusters as down-regulated by lactate. The top 15 up- and down-regulated genes were listed in Tables 2 and 3. 

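ARRDC4, which like TXNIP answers to glucose metabolites, rose from 5.17 ± 0.12 (SD, n = 5) in NaCl to 8.15 ± 0.16 in L-lactate treated cells (SE 0.08, adjusted p = 4.9e-12 by limma). NDUFA4L2, a mitochondrial protein that HIF induces, rose by 2.25 (SE 0.15). A cluster that the platform annotation assigns to neuropeptide S (NPS), and Table 2 to another locus, rose by 2.11 (SE 0.09). Among the genes that were lower, SLC27A2, an acyl-CoA synthetase for long fatty acids, fell by 1.51 (SE 0.10) and GFRA1, a receptor for the growth factor GDNF, by 1.42 (SE 0.06). PRPS2, which makes the ribose phosphate of nucleotide synthesis, fell from 7.98 to 6.58 (SE 0.05), and ATF7IP2, a chromatin factor, fell by 1.31 (SE 0.10).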

The highest up-regulation was found in case of *TXNIP* with a fold change (FC) of 21.97 followed by the non-protein coding gene *H19* (FC 12.36). 

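TXNIP had the largest difference of all clusters, reading 8.76 ± 0.23 (SD, n = 5) in L-lactate and 4.25 ± 0.08 in NaCl treated cells, a log2 difference of 4.51 (SE 0.09, adjusted p = 6.3e-13 by limma) and a fold change of 22.8. H19 came next with 7.79 ± 0.27 against 4.35 ± 0.51, a log2 difference of 3.44 (SE 0.20, adjusted p = 8.0e-09) and a fold change of 10.8. In NaCl treated cells, H19 varied more between arrays than TXNIP did. For both genes, no L-lactate array overlapped with a NaCl array (exact two-sided permutation test, p = 0.00794).

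**Figure D3:**
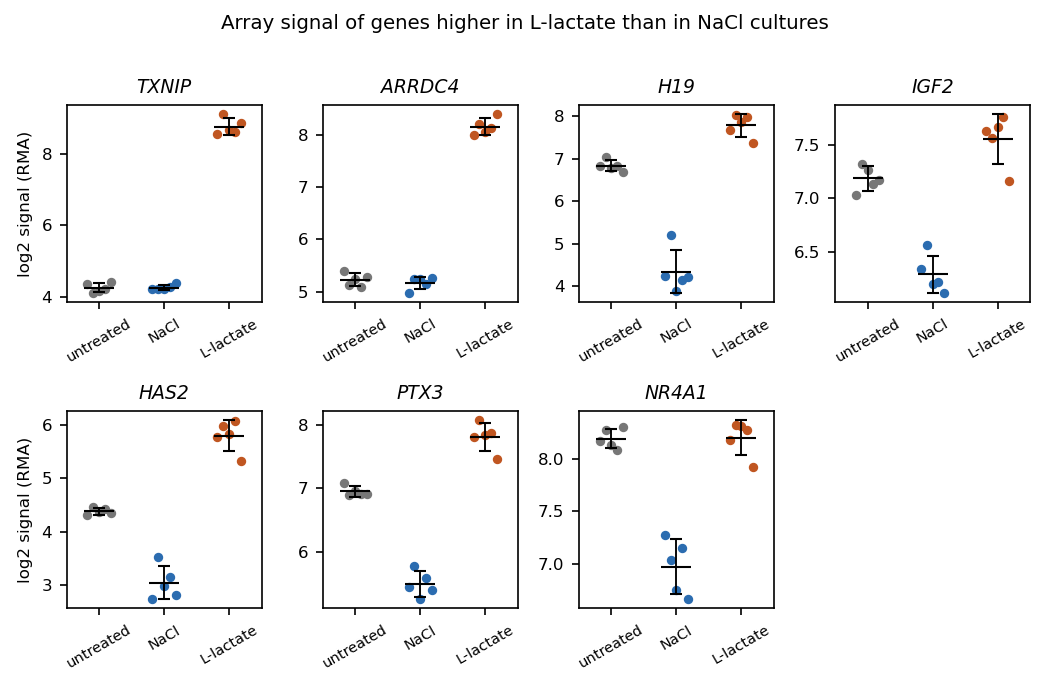
Log2 array signal of 7 genes that were higher in L-lactate than in NaCl treated cells. Each point is an array (n = 5 per group), and bars give the mean and SD. TXNIP and ARRDC4 are alike in untreated and NaCl treated cells, whereas H19, IGF2, HAS2, PTX3 and NR4A1 are lower with NaCl than in untreated cells.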

*PTX3*, one of our formerly established markers for pre-ovulatory differentiation, was also found under the top 15 of up-regulated genes. 

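PTX3, a pentraxin that stabilizes the matrix of the expanding cumulus, rose from 5.50 ± 0.20 (SD, n = 5) in NaCl to 7.81 ± 0.22 in L-lactate treated cells (SE 0.10, adjusted p = 8.7e-10 by limma). EREG, the EGF-like growth factor epiregulin that relays the LH signal within the follicle, rose by 2.25 (SE 0.07). Of 18 genes of the LH response and the cumulus matrix, 8 were higher and none was lower (8 and 0 adjusted over the list alone), and the list had a median of 0.48 (adjusted p = 3.9e-13 by camera and 0.0018 with an estimated correlation). Besides PTX3 and EREG, HAS2 and the signalling gene RGS2 are among the higher ones, and BTC, another growth factor of this kind, is not. This list was written after the paper's tables of changed genes had been read, which name PTX3, EREG and HAS2.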

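VNN1 and VNN2 code for vanins, enzymes at the cell surface that release cysteamine, and lie next to each other in the reference annotation with 0 genes between them. VNN1 fell from 5.77 ± 0.18 (SD, n = 5) in NaCl to 4.24 ± 0.08 in L-lactate treated cells, a log2 difference of -1.52 (SE 0.07, adjusted p = 1.9e-09 by limma) and the largest decrease of any differentially expressed cluster. VNN2 rose from 5.14 ± 0.08 to 5.79 ± 0.04, by 0.66 (SE 0.07, adjusted p = 2.9e-06).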

The most down-regulated gene was *VNN1* (FC -2.82) in contrast to *VNN2* which was up-regulated as expected according to our previous data (FC 1.58, Additional file 1: Table S4). 

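CYP19A1, the aromatase that makes estradiol in granulosa cells, fell from 8.97 ± 0.04 (SD, n = 5) in NaCl to 7.75 ± 0.15 in L-lactate treated cells, a log2 difference of -1.22 (SE 0.06, adjusted p = 2.7e-09 by limma). It was the only gene to fall among 13 genes of steroid synthesis, of which 3 rose (3 and 1 adjusted over the list alone). HSD11B2 and HSD11B1, which interconvert cortisol and cortisone, rose by 0.99 (SE 0.05) and 0.91 (SE 0.06), and FDX1, the electron donor of mitochondrial steroid enzymes, by 0.85 (SE 0.04). The list as a whole was higher with a median of 0.32 (adjusted p = 0.0012 by camera and 0.062 with an estimated correlation), opposite to CYP19A1. Against untreated cells, 1 of the genes was higher and 1 lower with L-lactate (1 and 1 adjusted over the list alone). The list had a median of 0.27 there (adjusted p = 0.0040 by camera and 0.11 with an estimated correlation). HSD11B1 differed from untreated cells by 0.21 with L-lactate, short of the fold threshold, and by -0.70 with NaCl.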

*CYP19A1*, another important GC marker was also among the top 15 down-regulated genes (FC − 2.29). Interestingly, the dataset revealed remarkably higher scores of up-regulation (FC > 21) than down-regulation (FC > − 2.8).

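In the deposited values, 10 clusters changed more than 4-fold between L-lactate and NaCl treated cells, among them HAS2, LTC4S and the cluster of NPS, and all of them were higher. The largest decrease was 2.87-fold, for VNN1. More than 2-fold changes were found in 92 higher and 27 lower clusters.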

**Table 2:** Top 15 up-regulated genes (L-lactate- vs. NaCl vehicle control)

Gene Symbol	Description	FC	ANOVA	FDR
*TXNIP*	thioredoxin interacting protein	21.97	1.14E-10	3.10E-07
*H19*	H19, imprinted maternally expressed transcript (non-protein coding)	12.36	8.95E-07	4.10E-05
*AHSG*	alpha-2-HS-glycoprotein	8.45	1.48E-08	4.00E-06
*ARRDC4*	arrestin domain containing 4	7.42	6.26E-10	6.94E-07
*HAS2*	hyaluronan synthase 2	7.31	4.80E-07	2.70E-05
*PTX3*	pentraxin 3, long	5.11	1.24E-07	1.20E-05
*EREG*	Epiregulin	5.05	3.57E-09	2.00E-06
*NDUFA4L2*	NADH dehydrogenase (ubiquinone) 1 alpha subcomplex, 4-like 2	4.65	3.63E-07	2.30E-05
*LTC4S*	leukotriene C4 synthase	4.54	3.33E-10	4.40E-07
*LOC104976005*	uncharacterized LOC104976005	4.47	2.47E-08	5.00E-06
*RANBP3L*	RAN binding protein 3-like	4.03	2.12E-08	4.00E-06
*NPY*	neuropeptide Y	4.03	1.90E-05	3.61E-04
*CHRNA2; LOC101908817*	cholinergic receptor, nicotinic, alpha 2 (neuronal); neuronal acetylcholine receptor subunit alpha-2-like	3.90	2.91E-10	4.18E-07
*GFRA2*	GDNF family receptor alpha 2	3.43	1.53E-11	1.45E-07
*NDP*	Norrie disease (pseudoglioma)	3.40	3.65E-08	6.00E-06

**Table 3:** Top 15 down-regulated genes (L-lactate vs. NaCl vehicle control)

Gene Symbol	Description	FC	ANOVA	FDR
*VNN1*	vanin 1	−2.82	1.31E-07	1.20E-05
*SLC27A2*	solute carrier family 27 (fatty acid transporter), member 2	− 2.68	2.00E-06	6.20E-05
*GFRA1*	GDNF family receptor alpha 1	−2.65	1.04E-08	3.00E-06
*PRPS2*	phosphoribosyl pyrophosphate synthetase 2	−2.64	5.52E-09	2.00E-06
*PPM1K*	protein phosphatase, Mg2+/Mn2+ dependent, 1 K	−2.55	1.08E-09	8.78E-07
*SLC1A5*	solute carrier family 1 (neutral amino acid transporter), member 5	−2.45	4.74E-07	2.70E-05
*RANGRF*	RAN guanine nucleotide release factor	−2.41	2.00E-06	7.30E-05
*MYC*	v-myc avian myelocytomatosis viral oncogene homolog	−2.40	8.02E-08	9.00E-06
*ATF7IP2*	activating transcription factor 7 interacting protein 2	−2.40	2.00E-06	6.90E-05
*LOC508666*	C-C motif chemokine 23	−2.36	2.19E-07	1.70E-05
*IFIT1*	interferon-induced protein with tetratricopeptide repeats 1	−2.34	2.90E-07	2.00E-05
*GPT*	glutamic-pyruvate transaminase (alanine aminotransferase)	−2.31	2.62E-07	1.90E-05
*CYP19A1*	cytochrome P450, family 19, subfamily A, polypeptide 1	−2.29	9.86E-08	1.00E-05
*SLC7A11*	solute carrier family 7 (anionic amino acid transporter light chain, xc- system), member 11	−2.27	3.46E-07	2.20E-05
*B3GALT2*	UDP-Gal:betaGlcNAc beta 1,3-galactosyltransferase, polypeptide 2	−2.20	3.15E-07	2.10E-05

### Pathway analysis by IPA

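At a fold change above 1.2, 2775 clusters were differentially expressed between L-lactate and NaCl treated cells, 1471 higher and 1304 lower. LDHA was higher at this threshold but not at 1.5. Likewise, the granulosa genes FOXL2 and FSHR, the apoptosis inhibitor BCL2 and the guidance genes ROBO2 and SLIT2 were lower at this threshold only.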

2193 out of 2429 (i.e. 90.3%) differentially expressed transcript clusters could be assigned to specific genes and mapped to specifically affected pathways and biological functions. 

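Of 15 genes that Table S5 assigns to cAMP-mediated signaling, 10 were higher and 4 lower in L-lactate than in NaCl treated cells (10 and 4 adjusted over the list alone). GABBR2, a receptor that inhibits adenylyl cyclase, rose by 1.11 (SE 0.06, adjusted p = 3.5e-09 by limma, n = 5 per group), and AGTR2, a receptor of angiotensin II, fell by 0.81 (SE 0.13). Of 20 genes of axonal guidance, 13 were higher and 6 lower (13 and 6 adjusted over the list alone), among them the growth factor genes BMP2 with 1.02 (SE 0.05) and VEGFC with -0.80 (SE 0.05). Of 8 genes of TGF-beta signaling, 6 were higher and 2, AMH and its receptor AMHR2, were lower (6 and 2 adjusted over the list alone). The study chose these lists from its own calls on these arrays, so the counts are not independent evidence. Of 35 semaphorins, plexins, neuropilins and ephrins, a wider set of guidance genes, 2 were higher and 1 lower (2 and 1 adjusted over the list alone), with PLXNA4 at 0.93 (SE 0.05). This set had a median of 0.07 and passed with adjusted p = 0.041 by camera. It did not pass with an estimated correlation (adjusted p = 0.12) or with the replicate block (adjusted p = 0.062).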

Pathway analysis identified the “cAMP-mediated signaling pathway” as well as “Axonal Guidance Signaling” and “TGF-β Signaling” as significantly affected although no prediction regarding activation or inactivation could be made (Fig. 3 and Additional file 1: Table S5). Further analysis identified TNF, beta-estradiol, progesterone and Vegf as major upstream regulators, which might be involved as activating factors and thus responsible for the observed changes of the expression profile (Table 4 and Additional file 1: Table S6). Interestingly, the Regulator Effects analysis of IPA identified a putative activation of the functions “proliferation”, “vascularization”, “angiogenesis” or “cell movement” whereas the biological function “organismal death” was predicted to be inhibited (Fig. 4). This is in accordance with the observation that no significant regulation of pro-apoptotic factors like *CASP4*, *CASP8* or *TP53* (FC -1, 1.18 and − 1.3) could be observed. In this effector analysis AREG and EGR2 were identified as upstream regulators leading to the activation or inactivation of these functions. However, both were not among the top Upstream Regulator candidates (Table 4).

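Of 17 genes shown in Fig. 4, 14 were higher, 1 lower and 2 neither in L-lactate than in NaCl treated cells (14 and 1 adjusted over the list alone), which is not independent evidence because the network was built from these calls. FGF2, a growth factor for endothelial cells, rose by 0.95 (SE 0.07, adjusted p = 2.0e-07 by limma, n = 5 per group), and MAP2, a microtubule protein, by 0.96 (SE 0.04). Of 23 cell cycle genes, 2 were higher and none was lower (2 and 0 adjusted over the list alone). These were RRM2, a subunit of ribonucleotide reductase, with 0.89 (SE 0.09) and the replication factor gene CDC6 with 0.65 (SE 0.08), which fell short of the fold threshold with 0.58 when L-lactate replicate 5 was left out. The cell cycle list had a median of 0.28 and an adjusted p of 3.6e-06 by camera, and of 0.16 with an estimated correlation.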

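CASP4, a caspase of the inflammatory type, read 5.66 ± 0.08 (SD, n = 5) in L-lactate and 5.65 ± 0.13 in NaCl treated cells (SE of the difference 0.06, adjusted p = 0.98 by limma). CASP8, the initiator caspase of death receptors, had a log2 difference of 0.23 (SE 0.06, adjusted p = 0.013), short of the fold threshold.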

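AREG, the EGF-like growth factor amphiregulin, rose from 2.34 ± 0.09 (SD, n = 5) in NaCl to 3.13 ± 0.28 in L-lactate treated cells (SE 0.11, adjusted p = 1.0e-04 by limma), a low signal in both. EGR2, an immediate early transcription factor, had a log2 difference of 0.09 (SE 0.07, adjusted p = 0.49) and was not differentially expressed. EGF-like growth factors act through the ERK pathway, and of 18 of its feedback and target genes 9 were higher and none was lower (9 and 0 adjusted over the list alone), with a median of 0.60 (adjusted p = 7.0e-17 by camera and 0.0018 with an estimated correlation). The phosphatase gene DUSP5 rose by 1.63 (SE 0.05), SPRY2, an inhibitor in the same feedback, by 1.23 (SE 0.05) and the transcription factor gene FOSL1 by 1.05 (SE 0.07). Of 20 immediate early genes, 3 were higher, with NR4A1 at 1.23 (SE 0.11), and MYC alone was lower (3 and 1 adjusted over the list alone). This list had a median of 0.21 (adjusted p = 3.6e-05 by camera and 0.044 with an estimated correlation). Between L-lactate treated and untreated cells, 2 of them were higher and 2 lower (2 and 2 adjusted over the list alone, median 0.0025, adjusted p = 0.42 by camera), and NR4A1 had a log2 difference of 0.0074 (adjusted p = 0.97), whereas with NaCl it fell by 1.22 (SE 0.11).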

**Fig. 3:**
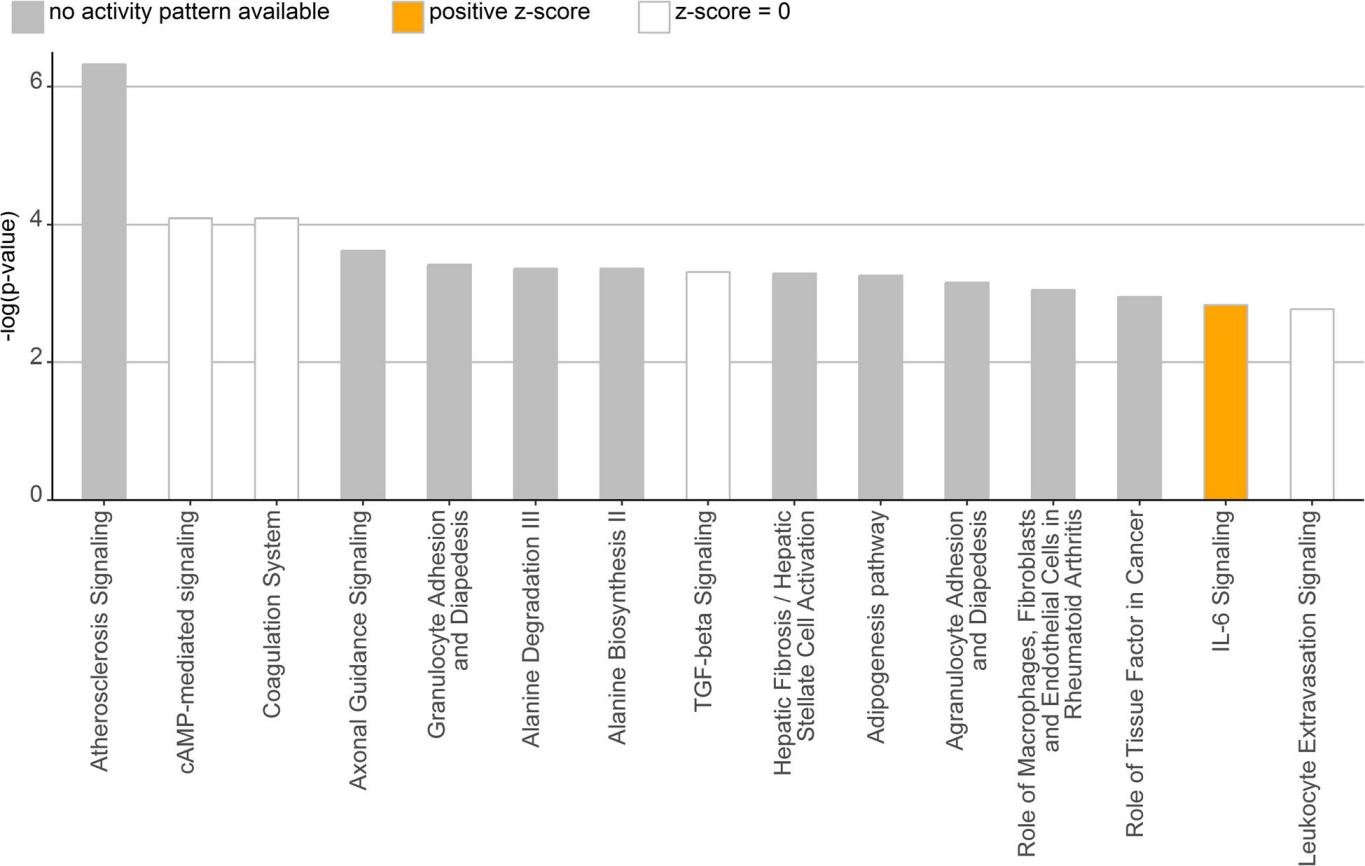
Top 15 affected pathways as indicated by IPA. Within the top affected pathways “cAMP-mediated signalling” or “Axonal Guidance Signalling” could be detected. The z-score indicates a prediction of activation or inhibition of a specific pathway based on experimentally determined gene expression data and the IPA ‘knowledge base’. A positive z-score (activation) was only predicted for IL-6 Signaling. But for most of the pathways no prediction regarding activation or inactivation could be made

**Table 4:** Upstream regulators identified by IPA comparing lactate with NaCl vehicle control treated GC

Upstream Regulator	Predicted Activation State	Activation z-score	p-value of overlap
TNF	Activated	3.784	2.27E-29
dexamethasone		0	5.65E-26
beta-estradiol	Activated	2.682	4.18E-25
Cg	Activated	3.524	7.12E-24
IL1B	Activated	2.977	1.68E-23
ESR2		1.642	8.62E-23
forskolin	Activated	2.959	3.19E-22
progesterone	Activated	2.292	1.06E-21
tretinoin	Activated	2.311	1.46E-21
Vegf	Activated	4.187	1.71E-21

**Fig. 4:**
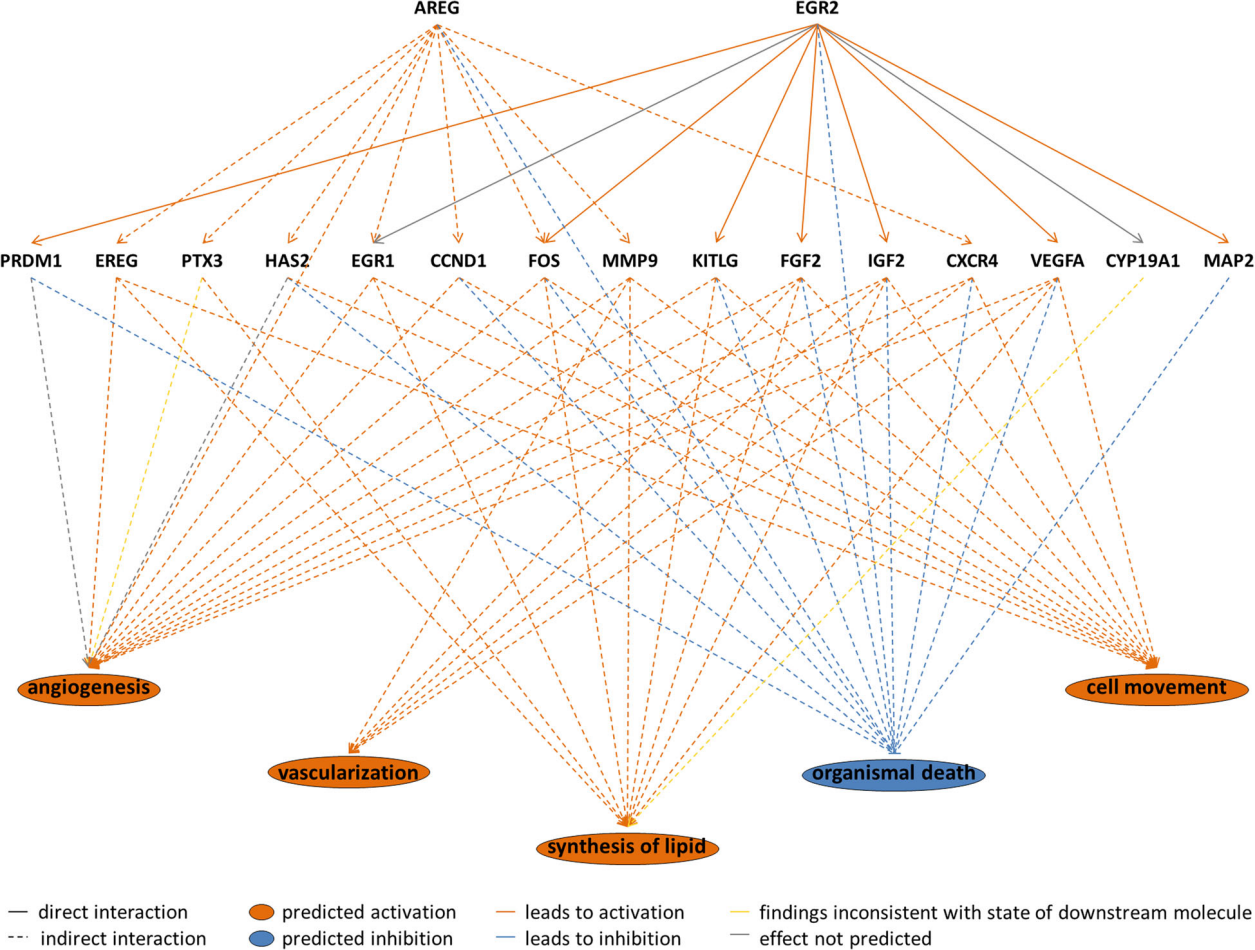
A Regulator Effector Network Analysis by IPA. The analysis combined differentially expressed genes with upstream regulators and biological functions to give hints about potential activation or inactivation (orange or blue)

## Discussion

Our data clearly show that any treatment with either lactate or the NaCl vehicle control significantly changed the global gene expression profiles of cultured GC when compared to untreated controls. However, it is also obvious that L-lactate induced strongest effects: 487 and 788, but only 266 genes were affected by NaCl treatment as compared to untreated cells. 

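Against untreated cells, NaCl alone raised TBX18 by 1.56 (SE 0.09, adjusted p = 6.4e-08 by limma, n = 5 per group) and PAG11 by 2.75 (SE 0.22). It lowered OLR1, which fell by 1.74 (SE 0.09) and TCIM, a regulator of Wnt signalling, which fell by 1.83 (SE 0.10). All NaCl arrays lay on the same side of all untreated arrays in 11.0% of the clusters, and all L-lactate arrays in 22.4%, where chance gives 0.794%.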

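More than 2-fold changes against untreated cells were found in 201 clusters with L-lactate, 117 higher and 84 lower, and in 70 with NaCl, 18 higher and 52 lower. With L-lactate, FSTL4, a secreted follistatin-like protein, rose by 2.01 (SE 0.10, adjusted p = 1.3e-09 by limma, n = 5 per group). NRP2, a receptor for semaphorins and VEGF, fell by 1.89 (SE 0.11) and EMB, a partner of lactate transporters in the membrane, by 1.88 (SE 0.12). APOD, a lipid carrier, fell by 1.80 (SE 0.26). With NaCl alone, EMB fell by 1.72 (SE 0.12), APOD fell by 1.74 (SE 0.26) and NRP2 fell by 1.27 (SE 0.11), and between the treatments EMB and APOD had log2 differences of -0.16 and -0.06 (adjusted p = 0.44 and 0.92).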

The effect of NaCl alone is clearly visible in the PCA of the microarray dataset that separates the vehicle control and untreated cells, revealing the sensibility of the cell culture model to the composition of media. In addition, these data also clearly underline the need to meticulously observe the respective culture conditions in order to ensure reproducibility between experiments also in other cell culture models. However, focusing on markers of GC differentiation specific effects of L-lactate are even more clearly visible without any unspecific changes in the gene expression profile. 

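NaCl treated cells stood apart on the second component, which held 14.3% of the variance. They scored 15.3 ± 2.83 (SD, n = 5), untreated cells -10.5 ± 2.15 and L-lactate treated cells -4.87 ± 3.32 (exact two-sided permutation test, p = 0.00794 for each pair of groups). H19, BEX2, PAG11, HAS2 and PTX3 had the largest weights on it, followed by NTS, TCIM and EGLN3.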

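Of the 14 genes measured by qPCR, a list chosen by the study, 10 were not differentially expressed between NaCl treated and untreated cells, 1 rose and 3 fell with NaCl (1 and 3 adjusted over the list alone). HAS2 fell by 1.34 (SE 0.14, adjusted p = 1.5e-05 by limma, n = 5 per group) and PTX3 by 1.45 (SE 0.10) with NaCl, and LHCGR rose by 0.80 (SE 0.16). CYP19A1 had a log2 difference of 0.46 (SE 0.06, adjusted p = 1.4e-04), short of the fold threshold. Of the genes of the LH response and the cumulus matrix, none rose and 3 fell (0 and 3 adjusted over the list alone), with adjusted p = 5.1e-04 by camera and 0.093 with an estimated correlation. The list of granulosa identity and FSH response was higher (adjusted p = 0.0039 by camera and 0.22 with an estimated correlation), with LHCGR the only member to pass.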

In any case these data clearly justify our experimental approach to use NaCl treated cells as valid controls to exclude transcripts from the analysis that were affected just due to increased NaCl concentrations. In contrast, cryo-preservation before culture does not alter gene expression. 

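Of the clusters that NaCl changed against untreated cells, 272 (88.6%) differed from untreated cells in the same direction after L-lactate treatment, and 176 were differentially expressed in that direction in both. SLC6A6, the transporter of the osmolyte taurine, rose by 0.94 (SE 0.07, adjusted p = 2.4e-07 by limma, n = 5 per group) with NaCl and by 1.54 (SE 0.07) with L-lactate. It was the only gene to pass among 10 targets of NFAT5, the transcription factor of hypertonicity (1 adjusted over the list alone). These had a median of 0.15 with NaCl (adjusted p = 0.0022 by camera and 0.093 with an estimated correlation) and of 0.11 with L-lactate (adjusted p = 0.062). Between the treatments, SLC6A6 alone was differentially expressed, with a log2 difference of 0.60 (SE 0.07, adjusted p = 7.4e-06; 1 adjusted over the list alone) and no longer past the fold threshold with 0.58 and 0.56 without L-lactate replicate 5 or NaCl replicate 1, and the list did not pass (median 0.02, adjusted p = 0.63 by camera). In 64 of the clusters, among them H19, HAS2 and PTX3, L-lactate treated cells differed from NaCl treated cells in the direction opposite to the change by NaCl, and in 18 in the same direction. These 2 comparisons share the NaCl arrays with opposite signs, which favours opposite directions, and with the NaCl arrays divided between them 52 to 67 clusters differed in opposite directions and 9 to 31 in the same one over 20 divisions. The untreated arrays enter both comparisons with untreated cells, and in simulated data in which L-lactate had no effect the share in the same direction reached 67.8% at most.

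**Figure D4:**
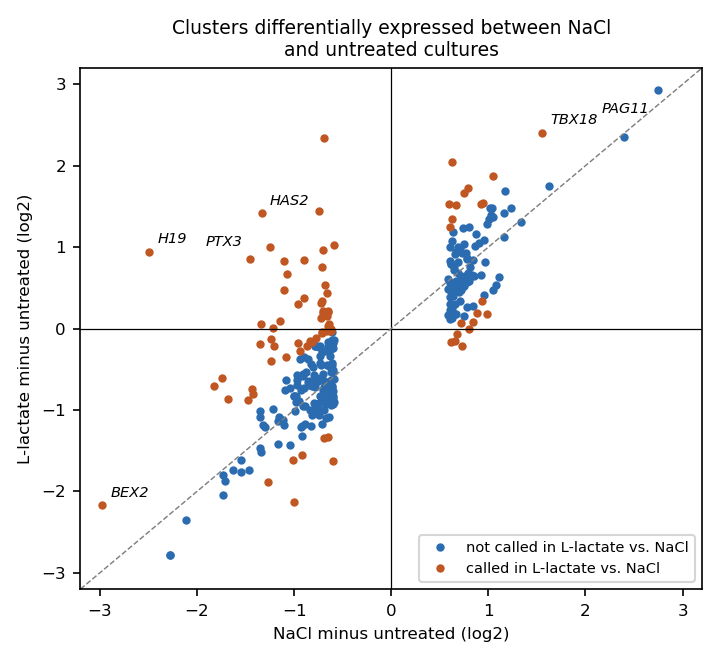
Log2 difference from untreated cells after L-lactate (vertical axis) and after NaCl (horizontal axis) for the 307 clusters that were differentially expressed between NaCl treated and untreated cells. Each point is a cluster, coloured by whether it also differed between L-lactate and NaCl, and the dashed line marks equal differences. PAG11 lies near the line, and H19, HAS2 and PTX3 lie above 0 with L-lactate and below 0 with NaCl.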

A previous study comparing GC cultured directly or after cryo-preservation revealed no significant differences [22]. However, it is also clear that culturing by itself remarkably changed the gene expression profile of GC (see Fig. 2), thus underlining that cell culture models like that used during the present study can only partly mimic the in vivo situation. This limits the extrapolation of the data obtained in vitro to in vivo conditions.

In earlier studies we could show that various parameters affect GC differentiation in vitro as cell density, hypoxia and the supplementation of L-lactate [16, 23, 24]. In this study we investigated the global change of gene expression by comparing cells treated with L-lactate or NaCl vehicle control. 

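CYP19A1 was also lower with L-lactate than in untreated cells, where it fell from 8.51 ± 0.08 (SD, n = 5) to 7.75 ± 0.15 (SE 0.06, adjusted p = 2.2e-07 by limma). RGS2, which dampens G protein signalling after the LH surge, rose from 4.39 in NaCl to 5.86 in L-lactate treated cells (SE 0.13, adjusted p = 5.4e-07) and was higher than in untreated cells by 0.92 (SE 0.13). NaCl alone gave RGS2 a log2 difference of -0.54 (SE 0.13, adjusted p = 0.0091), which passed the fold threshold with -0.61 without NaCl replicate 3 and with -0.62 without untreated replicate 1.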

Former established marker genes for differentiation, e.g. *CYP19A1* or *RGS2* showed a specific down- or up-regulation due to L-lactate treatment as described before [16]. Interestingly, the expression of GC identity marker *FOXL2* was not affected by L-lactate thus indicating that L-lactate treatment does not change their identity throughout the culture period as found during treatment with oleic acid [25].

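FOXL2, the transcription factor that keeps the identity of granulosa cells, read 7.16 ± 0.06 (SD, n = 5) in L-lactate and 7.75 ± 0.14 in NaCl treated cells, a log2 difference of -0.58 (SE 0.06, adjusted p = 7.3e-06 by limma) at the edge of the fold threshold. It passed the threshold with -0.60 without L-lactate replicate 3, -0.59 without L-lactate replicate 5 and -0.61 without NaCl replicate 3 or 5, and with -0.59 after repeated quantile normalization. Every L-lactate array lay below every NaCl array. AMH, the anti-Müllerian hormone of growing follicles, fell by 0.74 (SE 0.08) and its receptor gene AMHR2 by 0.62 (SE 0.04). Of 18 genes of granulosa identity and FSH response, 3 were lower, the third being LHCGR, and KITLG alone was higher (1 and 3 adjusted over the list alone), the latter by 0.60 and no longer past the threshold with 0.58 without L-lactate replicate 3. The list had a median of -0.19 (adjusted p = 0.0012 by camera and 0.15 with an estimated correlation). Against untreated cells, 1 was higher and 0 were lower with L-lactate (1 and 0 adjusted over the list alone), and the list did not pass (median -0.08, adjusted p = 0.087 by camera and 0.47 with an estimated correlation), with LHCGR at -0.0014. Markers of other cell types did not shift as lists by camera, with medians of -0.05 for 6 theca genes, of which LHCGR was lower (adjusted p = 0.52), and 0.07 for 7 stromal genes, of which 2 were higher and 1 lower (adjusted p = 0.32), the same numbers adjusted over the list alone. The medians were -0.09 for 8 endothelial genes (adjusted p = 0.63) and 0.12 for 7 leukocyte genes (adjusted p = 0.14), none of which was differentially expressed (0 adjusted over the list alone). The mean log2 signals of these lists, 3.75 and 3.85, lay below the lowest array median of 4.52, so the lack of a shift says little about such cells. With fry, which does not set a list against other genes, the stromal and leukocyte lists were higher (adjusted p = 0.010 and 1.6e-04). The theca and endothelial lists did not pass with fry.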

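TXNIP rose from 4.25 ± 0.13 (SD, n = 5) in untreated to 8.76 ± 0.23 in L-lactate treated cells (SE 0.09, adjusted p = 3.1e-13 by limma), and NaCl did not change it (adjusted p = 0.99). It is a target of the glucose-sensing transcription factors MondoA and ChREBP, and of 6 of their targets 3 were higher and none was lower in L-lactate than in NaCl treated cells (3 and 0 adjusted over the list alone, median 0.54, adjusted p = 1.2e-05 by camera and 0.0045 with an estimated correlation). KLF10, a transcription factor that also answers to TGF-beta, rose by 0.89 (SE 0.03). This list was written after the paper's tables of changed genes had been read, which name TXNIP and ARRDC4, so its test is not independent evidence. Of 18 genes of glycolysis, 4 were higher and none was lower (4 and 0 adjusted over the list alone), among them the phosphofructokinase gene PFKP with 0.80 (SE 0.04) and the enolase gene ENO2 with 0.73 (SE 0.07). The glycolysis list had a median of 0.37 (adjusted p = 2.9e-13 by camera and 0.0045 with an estimated correlation).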

*TXNIP*, coding for the thioredoxin interacting protein, was remarkably up-regulated (FC 21.97) in L-lactate treated GC indicating a role in the L-lactate induced differentiation process. In contrast, when GC were cultured at high cell density we observed the opposite effect and a tremendous down-regulation of *TXNIP* (FC -79.5) [26]. Possibly, the regulation of *TXNIP* might be a sensor for glucose usage and metabolism as it regulates glucose uptake with increased expression reducing glucose uptake [27, 28]. The strongly reduced expression in high density GC culture model might therefore mirror the need of the cells for increased glucose uptake under these “glucose-deficient” conditions, whereas increased expression in the present L-lactate supplementation model could be a consequence of the ample supply with an alternative energy source thus reducing the need for glucose uptake.

Also *H19* gene expression was observed to be significantly up-regulated in L-lactate treated GC (FC 12.4). 

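Against untreated cells, H19 rose by 0.94 (SE 0.20, adjusted p = 0.0018 by limma, n = 5 per group) with L-lactate and fell by 2.49 (SE 0.20, adjusted p = 7.8e-07) with NaCl, from 6.84 ± 0.13 to 4.35 ± 0.51. H19 thus lay further below untreated cells with NaCl than it lay above them with L-lactate, although both media held the same added sodium. IGF2, the neighbouring growth factor gene with 2 genes between it and H19, went the same way, being higher by 1.27 (SE 0.11) with L-lactate than with NaCl and having fallen by 0.90 (SE 0.11) with NaCl against untreated cells. Of 15 imprinted genes, 4 were higher and none was lower in L-lactate than in NaCl treated cells (4 and 0 adjusted over the list alone), the others being NAP1L5 with 1.10 (SE 0.06) and CDKN1C, an inhibitor of the cell cycle, with 1.07 (SE 0.09). The imprinted genes as a list did not shift, with a median of -0.06 below and a mean of 0.39 above 0 (adjusted p = 0.37 by camera).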

*H19* is an imprinted gene of which only the maternal allele is transcribed into a long non-coding RNA [29], known to counteract/regulate the transcription of the paternally imprinted gene *IGF2*, an early growth factor that influences the size of the offspring at birth [30]. *H19* expression is mostly abundant in fetal organs, although a moderate expression of *H19* was found in adult ovarian tissue [31]. In an earlier study it was shown that steroid hormones can induce the expression of *H19*, which is therefore highly expressed in hormone sensitive organs [32]. Additionally it was proposed that *H19* expression is high when the organ or tissue is under extensive re-modulation on physiological and morphological levels. Hence, the massive up-regulation of *H19* in lactate treated GC might reflect an initiation of tissue re-organization as it can be found during the folliculo-luteal transition phase.

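VNN1 was lower with L-lactate than in untreated cells as well, where it fell from 5.57 ± 0.08 (SD, n = 5) to 4.24 ± 0.08 (SE 0.07, adjusted p = 5.1e-09 by limma). With NaCl it had a log2 difference of 0.20 from untreated cells (SE 0.07, adjusted p = 0.11).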

As a top down-regulated gene in L-lactate treated cells *VNN1*, a GPI-anchored protein with pantetheinase activity, was identified (FC − 2.8). As a regulator of the tissue response to oxidative stress *VNN1* modulates the glutathione store [33]. In *VNN1* knockout mice reduced inflammation and apoptosis could be observed [33]. Within the follicle an increase in *VNN1* expression levels was proposed as an indicator for follicle growth but might also reflect atretic follicles [34, 35]. The down-regulation of *VNN1* in our cell culture model therefore suggests that GC under conditions of increased L-lactate do not have any disposition to atresia. This is also in line with the Regulator Effector Network Analysis predicting inhibition of “organismal death” (Fig.4).

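MYC fell from 7.83 ± 0.12 (SD, n = 5) in NaCl to 6.59 ± 0.09 in L-lactate treated cells, a log2 difference of -1.24 (SE 0.06, adjusted p = 2.3e-09 by limma). Its decrease against untreated cells was similar with -1.17 (SE 0.06), and NaCl did not change it (0.07, adjusted p = 0.54). Every L-lactate array lay below every array of the other groups.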

*MYC* was shown to be down-regulated in the L-lactate treated GC compared to the vehicle control (FC − 2.4). Myc acts as a ubiquitous transcription factor, which targets several genes thus enhancing their expression [36]. It was also stated that *MYC* expression declines during differentiation, when a finely tuned reprogramming takes place. Otherwise, the enhancement by *MYC* would lead to uncontrolled proliferation. In this context the down-regulation of *MYC* in GC indicate cellular differentiation processes taking place under increased L-lactate conditions.

Top-affected pathways identified by the pathway analysis were “cAMP-mediated Signaling”, “Axonal Guidance Signaling” as well as “TGF-β Signaling”. cAMP associated pathways contribute to multiple biological processes either under physiological or pathological conditions [37]. Mainly two different intracellular recipients were identified: proteinkinase A (PKA) and the exchange protein directly activated by cAMP (Epac) [37–39]. Earlier it was proposed that both PKA and Epac are involved in the process of luteinization activated by LH [40–43]. In our former study of density-driven differentiation in bovine GC we could also highlight the involvement of the “cAMP-mediated Signaling” pathway [26]. Thus, the results of the present study reflect a LH induced like differentiation of bovine GC upon L-lactate treatment.

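Of 13 genes that respond to cAMP in many cell types, 5 were higher and none was lower in L-lactate than in NaCl treated cells (5 and 0 adjusted over the list alone). FOS, a component of the AP-1 transcription factor, rose by 0.85 (SE 0.05, adjusted p = 1.0e-08 by limma, n = 5 per group), and PDE4B, a phosphodiesterase that degrades cAMP, by 0.73 (SE 0.09). The others are AREG, NR4A1 and RGS2. The list had a median of 0.17 (adjusted p = 3.8e-04 by camera and 0.0073 with an estimated correlation). With NaCl, 3 of these genes fell and none rose against untreated cells (0 and 3 adjusted over the list alone, adjusted p = 0.013 by camera and 0.093 with an estimated correlation). With L-lactate, 3 were higher and 1 lower than in untreated cells (3 and 1 adjusted over the list alone), and the list did not pass (median 0.10, adjusted p = 0.36 by camera and 0.41 with an estimated correlation). From the cAMP-mediated signaling pathway, which it relates to luteinization by LH and to its earlier data on dense cultures, the paper concludes that L-lactate induced an LH-like differentiation. It also draws on marker genes such as CYP19A1 and RGS2, on the nearly unchanged HSD3B1 and on its earlier study of L-lactate. The cAMP-responsive genes tested here are not the same set as the members of that pathway, but RGS2 and PDE4B belong to both.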

The “Axonal Guidance Signaling” pathway likely affected by L-lactate is known to be involved in GC differentiation in connection to cumulus expansion [44, 45]. In particular *NTN1* (netrin-1) was identified during neuron formation. But emerging evidence also exists that netrin-1 is a critical component in vascular regulation [46, 47], as well as in promoting angiogenesis [48, 49], which was also postulated for Netrin-4 in placenta [50]. *NTN1* was down-regulated with a fold change of − 2.1 in L-lactate treated GC compared to the control, which would suggest that vascular regulation or angiogenic processes are not induced. 

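NTN1 fell from 7.31 ± 0.10 (SD, n = 5) in NaCl to 6.23 ± 0.17 in L-lactate treated cells (SE 0.07, adjusted p = 3.7e-08 by limma). Against untreated cells its decrease with L-lactate was -0.76 (SE 0.07).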

Interestingly, netrin-1 was found to be present in follicular fluid as well as in the theca and granulosa cell layer of swine antral follicles and was proposed to have anti-angiogenic functions [51]. However, whether netrin-1 acts as angiogenic factor or not is still a matter to debate [52, 53]. Our data suggest that *NTN1* is an anti-angiogenic factor regarding the down-regulation and the putative activation of angiogenesis. But the activation of angiogenesis is not only related to down-regulation of netrin-1, moreover, other more prominent factors are involved as well, e.g. *AREG* or *CCND1*. It seems that the final answer of *NTN1* function regarding angiogenesis is not that straightforward in granulosa cells and needs further investigations.

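CCND1, a cyclin of the G1 phase that growth factors induce, rose from 5.90 ± 0.15 (SD, n = 5) in NaCl to 6.86 ± 0.21 in L-lactate treated cells (SE 0.10, adjusted p = 5.7e-06 by limma). It was also higher than in untreated cells, by 1.33 (SE 0.10). AREG rose against untreated cells as well, by 0.82 (SE 0.11).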

On the other hand the Slit/Robo pathway is associated with the process of axonal guidance. 

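ROBO2, a receptor for the guidance cues of the SLIT family, read 7.30 ± 0.04 (SD, n = 5) in L-lactate and 7.75 ± 0.05 in NaCl treated cells, a log2 difference of -0.45 (SE 0.04, adjusted p = 2.6e-07 by limma) below the fold threshold. SLIT2, a ligand of this family with a signal of 1.93 and 2.21, had a difference of -0.28 (SE 0.07, adjusted p = 0.013). Of 17 netrins, netrin receptors, SLIT and ROBO genes, NTN1 alone was differentially expressed (0 higher and 1 lower adjusted over the list alone). This list did not shift, with a median of 0.01 and a mean of -0.09, of opposite sign (adjusted p = 0.37 by camera).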

Several subunits of *SLIT* and *ROBO* were present in the microarray dataset but no differential expression of these could be observed. Nonetheless, *SLIT* and *ROBO* expression could be detected in human luteinized GC or in the CL and are regulated by steroid hormones [54]. Previously, we discussed the involvement of NMDA receptors in mediating the L-lactate effects as it was shown for neurons [16, 55]. In the microarray dataset we could identify the expression of several subunits of NMDARs in bovine GC, however without any differential regulation of these. 

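Of 7 NMDA receptor subunits, none was differentially expressed between L-lactate and NaCl treated cells (0 higher and 0 lower adjusted over the list alone), and the list had an adjusted p of 0.83 by camera. GRIN2D had a log2 difference of -0.26 (SE 0.06, adjusted p = 0.0071 by limma), short of the fold threshold, and GRIN2C one of 0.21 (SE 0.12, adjusted p = 0.27). GRIN2D was the only subunit with an adjusted p under 0.05 when no fold threshold was set.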

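GRIN2D, a subunit of NMDA receptors, had a log2 signal of 4.58 ± 0.08 (SD, n = 5) in L-lactate, 4.84 ± 0.12 in NaCl treated and 4.73 ± 0.10 in untreated cells. GRIN2C, another subunit, had 4.42 ± 0.22, 4.20 ± 0.26 and 4.51 ± 0.13. These signals lie near the medians of the arrays, and whether they exceed the background of the array was not analysed here.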

The highest expression could be identified of *GRIN2D* (signal intensity of 4.6–4.8) and *GRIN2C* (signal intensity of 4.0–4.4) similar to another study of bovine GC in vivo and in vitro [56]. NMDARs are important receptors in axonal guidance and synapse formation [57]. However, if L-lactate signaling might be mediated via NMDA receptors in bovine granulosa cells still has to be elucidated.

The upstream regulator analysis implemented in IPA revealed beta-estradiol and progesterone having an activating influence on the L-lactate treated cell culture model. Classically, estradiol elicits a positive feedback on the hypothalamus that regulates the GnRH secretion. GnRH controls the release of the gonadotropins FSH and LH by diverging pulse frequencies. Additionally, a negative feedback mechanism on FSH secretion at the pituitary is also known [58, 59]. Both actions of estradiol trigger the LH surge leading to ovulation. Interestingly, progesterone was also proposed in having an impact on the L-lactate-mediated changes observed in our cell model, although its concentrations did not change during culture. Progesterone, on the other hand, is a critical parameter for the establishment of an active corpus luteum indicating a transition of the GC’s phenotype towards luteinization. However, whereas expression of the key gene of progesterone synthesis *HSD3B1* is very high in fully luteinized GC (i.e. large luteal cells), shortly after the LH surge, during the folliculo-luteal transition phase, its expression is even slightly reduced as compared to that in GC isolated from large dominant follicles [3, 4]. 

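HSD3B1, the enzyme that completes progesterone synthesis, read 12.05 ± 0.02 (SD, n = 5) in L-lactate and 11.99 ± 0.01 in NaCl treated cells, a log2 difference of 0.06 (SE 0.03, adjusted p = 0.13 by limma).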

The observation that expression of *HSD3B1* was almost unchanged after L-lactate supplementation (FC 1.04) indicates that the cells are not fully luteinized, but may have yet adapted only to an early post-LH, but pre-ovulatory phenotype. 

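SMAD7, the inhibitor in the feedback of TGF-beta signalling, rose by 0.77 (SE 0.08, adjusted p = 4.6e-06 by limma, n = 5 per group) from NaCl to L-lactate treated cells. Of 15 early targets of TGF-beta and BMP, 5 were higher and none was lower (5 and 0 adjusted over the list alone, median 0.50, adjusted p = 1.0e-10 by camera and 0.0025 with an estimated correlation). VEGFA, the main growth factor of vessel formation, rose by 0.59 (SE 0.05), just past the fold threshold, and by 0.55 to 0.58 and no longer past it without L-lactate replicate 1, 3 or 4 or without NaCl replicate 3 or 5. Of 26 angiogenic factors and receptors, 2 were higher and 3 lower (2 and 3 adjusted over the list alone), the lower ones including SERPINF1, an inhibitor of vessel growth, with -0.93 (SE 0.08). The angiogenic list did not shift (median -0.01, adjusted p = 0.94 by camera). It holds inhibitors such as SERPINF1 beside growth factors, so a test for a common shift cannot tell whether vessel formation was favoured.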

Vegf as upstream regulator as well as TGF-β signaling indicate the activation of angiogenic factors. It is commonly known that angiogenic processes contribute to ovulation and the later formation of the corpus luteum [60, 61]. Also the IPA Effector Analysis revealed “angiogenesis” or “vascularization” as molecular functions to be activated involving the upstream regulator AREG. The function “organismal death” could be identified as inactivated, thus indicating that L-lactate treatment does not affect the viability of the cultured GC. In addition, the transcription of apoptosis markers like *BAX* or *BCL2* was not induced in L-lactate treated cells thus supporting our assumption that the cells are not driven towards atresia. 

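BAX, which opens the outer mitochondrial membrane in apoptosis, had a log2 difference of 0.19 (SE 0.05, adjusted p = 0.0081 by limma, n = 5 per group) between L-lactate and NaCl treated cells. BCL2, its inhibitor, had one of -0.28 (SE 0.06, adjusted p = 0.0016), and a second cluster of BCL2 with a lower signal one of -0.23 (adjusted p = 0.17). None of 16 apoptosis genes was differentially expressed (0 higher and 0 lower adjusted over the list alone), and the list did not shift (adjusted p = 0.83 by camera). At an adjusted p under 0.05 without a fold threshold, 3 of them were higher and 3 lower. Against untreated cells, 0 were higher and 1 lower with L-lactate (0 and 1 adjusted over the list alone, median -0.12, adjusted p = 0.26 by camera). The BCL2 cluster with the higher signal differed from untreated cells by -0.72 with L-lactate and by -0.44 with NaCl. The list holds both BAX and its inhibitor BCL2, so a test for a common shift cannot tell whether apoptosis was favoured.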

The function “cell movement” could be identified as activated, which is in line with the forthcoming breakup of follicular cell layers and necessary migratory processes during the formation of the corpus luteum.

## Conclusions

Taken together our data provide novel insights into a possible regulatory role of increased concentrations of L-lactate on cells of the granulosa in large follicles during the folliculo-luteal transition. Our data suggest that the biological function of L-lactate in the granulosa cell layer of growing follicle is complex and by far exceeding its role as a product of hypoxic metabolism and energy source. It seems involved in different signaling pathways thus influencing the expression of many different genes. As a commonly known pathway of folliculogenesis our data suggest PKA signaling to be associated with the L-lactate effects. However, we also gathered first hints that NMDAR signaling usually found in neuron physiology might be involved in differentiation processes induced by L-lactate.

## Additional file

Additional file 1: **Table S1.** List of gene-specific primers used in qPCR. **Table S2.** Principal component analysis of microarray dataset. **Table S3.** Principal component analysis of qPCR. **Table S4.** Differential expressed clusters of lactate vs. vehicle control -treated GC. **Table S5.** Affected pathways identified by IPA. **Table S6.** Upstream regulators identified by IPA (*p* < 0.001).

## Abbreviations

CL: Corpus luteum
E2: Estradiol
EGF: Epidermal growth factor
FC: Fold change
FDR: False discovery rate
FSH: Follicle stimulating hormone
GC: Granulosa cells
IGF: Insulin-like growth factor
IPA: Ingenuity Pathway Analysis
LH: Luteinizing hormone
P4: Progesterone
PBS: Phosphate buffered saline
PCA: Principal component analysis
qPCR: Quantitative real-time PCR
TGF: Transforming growth factor

## References

[1] Murphy BD (2000). Models of luteinization. Biol Reprod.

[2] Lussier JG, Diouf MN, Levesque V, Sirois J, Ndiaye K (2017). Gene expression profiling of upregulated mRNAs in granulosa cells of bovine ovulatory follicles following stimulation with hCG. Reprod Biol Endocrinol.

[3] Christenson LK, Gunewardena S, Hong X, Spitschak M, Baufeld A, Vanselow J (2013). Research resource: preovulatory LH surge effects on follicular theca and granulosa transcriptomes. Mol Endocrinol.

[4] Nimz M, Spitschak M, Schneider F, Fürbass R, Vanselow J (2009). Down-regulation of genes encoding steroidogenic enzymes and hormone receptors in late preovulatory follicles of the cow coincides with an accumulation of intrafollicular steroids. Domest Anim Endocrinol.

[5] Dias FCF, Khan MIR, Sirard MA, Adams GP, Singh J (2018). Transcriptome analysis of granulosa cells after conventional vs long FSH-induced superstimulation in cattle. BMC Genomics.

[6] Garlanda C, Bottazzi B, Bastone A, Mantovani A (2005). Pentraxins at the crossroads between innate immunity, inflammation, matrix deposition, and female fertility. Annu Rev Immunol.

[7] Salustri A, Garlanda C, Hirsch E, De AM, Maccagno A, Bottazzi B, Doni A, Bastone A, Mantovani G, Beck PP (2004). PTX3 plays a key role in the organization of the cumulus oophorus extracellular matrix and in in vivo fertilization. Development.

[8] Sayasith K, Sirois J, Lussier JG (2013). Expression, regulation, and promoter activation of Vanin-2 (VNN2) in bovine follicles prior to ovulation. Biol Reprod.

[9] Kehrl JH, Sinnarajah S (2002). RGS2: a multifunctional regulator of G-protein signaling. Int J Biochem Cell Biol.

[10] Wu YL, Chuang HH, Kou YR, Lee TS, Lu SH, Huang YC, Nishi Y, Yanase T (2008). Regulation of LH receptor and PGF2alpha receptor signaling by the regulator of G protein signaling 2 (RGS2) in human and mouse granulosa cells. Chin J Physiol.

[11] Sayasith K, Sirois J, Lussier JG (2014). Expression and regulation of regulator of G-protein signaling protein-2 (RGS2) in equine and bovine follicles prior to ovulation: molecular characterization of RGS2 transactivation in bovine granulosa cells. Biol Reprod.

[12] Orisaka M, Tajima K, Tsang BK, Kotsuji F (2009). Oocyte-granulosa-theca cell interactions during preantral follicular development. J Ovarian Res.

[13] Drummond AE (2006). The role of steroids in follicular growth. Reprod Biol Endocrinol.

[14] Jayawardana BC, Shimizu T, Nishimoto H, Kaneko E, Tetsuka M, Miyamoto A (2006). Hormonal regulation of expression of growth differentiation factor-9 receptor type I and II genes in the bovine ovarian follicle. Reproduction.

[15] Knight PG, Glister C (2006). TGF-{beta} superfamily members and ovarian follicle development. Reproduction.

[16] Baufeld A, Vanselow J (2018). Lactate promotes specific differentiation in bovine granulosa cells depending on lactate uptake thus mimicking an early post-LH stage. Reprod Biol Endocrinol.

[17] Leroy JLMR, Vanholder T, Delanghe JR, Opsomer G, Van Soom A, Bols PEJ, de Kruif A (2004). Metabolite and ionic composition of follicular fluid from different-sized follicles and their relationship to serum concentrations in dairy cows. Anim Reprod Sci.

[18] Leese HJ, Lenton EA (1990). Glucose and lactate in human follicular fluid: concentrations and interrelationships. Hum Reprod.

[19] Zeilmaker GH, Verhamme CM (1977). Lactate concentrations in pre-ovulatory follicles of pro-oestrous rats before and after onset of oocyte maturation. Acta Endocrinol.

[20] Perkins JR, Dawes JM, McMahon SB, Bennett DL, Orengo C, Kohl M (2012). ReadqPCR and NormqPCR: R packages for the reading, quality checking and normalisation of RT-qPCR quantification cycle (Cq) data. BMC Genomics.

[21] Ritchie ME, Phipson B, Wu D, Hu Y, Law CW, Shi W, Smyth GK (2015). limma powers differential expression analyses for RNA-sequencing and microarray studies. Nucleic Acids Res.

[22] Baufeld A, Vanselow J. A tissue culture model of estrogen-producing primary bovine granulosa cells. J Vis Exp. 2018;139. 10.3791/58208.10.3791/58208PMC623510430247464

[23] Baddela VS, Sharma A, Viergutz T, Koczan D, Vanselow J (2018). Low oxygen levels induce early Luteinization associated changes in bovine granulosa cells. Front Physiol.

[24] Baufeld A, Vanselow J (2013). Increasing cell plating density mimics an early post-LH stage in cultured bovine granulosa cells. Cell Tissue Res.

[25] Yenuganti VR, Vanselow J (2017). Cultured bovine granulosa cells rapidly lose important features of their identity and functionality but partially recover under long-term culture conditions. Cell Tissue Res.

[26] Baufeld A, Koczan D, Vanselow J (2017). Induction of altered gene expression profiles in cultured bovine granulosa cells at high cell density. Reprod Biol Endocrinol.

[27] Parikh H, Carlsson E, Chutkow WA, Johansson LE, Storgaard H, Poulsen P, Saxena R, Ladd C, Schulze PC, Mazzini MJ (2007). TXNIP regulates peripheral glucose metabolism in humans. PLoS Med.

[28] Chutkow WA, Patwari P, Yoshioka J, Lee RT (2008). Thioredoxin-interacting protein (Txnip) is a critical regulator of hepatic glucose production. J Biol Chem.

[29] Zhang S, Kubota C, Yang L, Zhang Y, Page R, O'Neill M, Yang X, Tian XC (2004). Genomic imprinting of H19 in naturally reproduced and cloned cattle. Biol Reprod.

[30] Petry CJ, Ong KK, Barratt BJ, Wingate D, Cordell HJ, Ring SM, Pembrey ME, Reik W, Todd JA, Dunger DB (2005). Common polymorphism in H19 associated with birthweight and cord blood IGF-II levels in humans. BMC Genet.

[31] Khatib H, Schutzkus V (2006). The expression profile of the H19 gene in cattle. Mamm Genome.

[32] Adriaenssens E, Lottin S, Dugimont T, Fauquette W, Coll J, Dupouy JP, Boilly B, Curgy JJ (1999). Steroid hormones modulate H19 gene expression in both mammary gland and uterus. Oncogene.

[33] Berruyer C, Martin FM, Castellano R, Macone A, Malergue F, Garrido-Urbani S, Millet V, Imbert J, Dupre S, Pitari G (2004). Vanin-1−/− mice exhibit a glutathione-mediated tissue resistance to oxidative stress. Mol Cell Biol.

[34] Nivet AL, Vigneault C, Blondin P, Sirard MA (2013). Changes in granulosa cells' gene expression associated with increased oocyte competence in bovine. Reproduction.

[35] Girard A, Dufort I, Douville G, Sirard MA (2015). Global gene expression in granulosa cells of growing, plateau and atretic dominant follicles in cattle. Reprod Biol Endocrinol.

[36] Nie Z, Hu G, Wei G, Cui K, Yamane A, Resch W, Wang R, Green DR, Tessarollo L, Casellas R (2012). C-Myc is a universal amplifier of expressed genes in lymphocytes and embryonic stem cells. Cell.

[37] Cheng X, Ji Z, Tsalkova T, Mei F (2008). Epac and PKA: a tale of two intracellular cAMP receptors. Acta Biochim Biophys Sin Shanghai.

[38] Taylor SS, Yang J, Wu J, Haste NM, Radzio-Andzelm E, Anand G (2004). PKA: a portrait of protein kinase dynamics. Biochim Biophys Acta.

[39] Meinkoth JL, Alberts AS, Went W, Fantozzi D, Taylor SS, Hagiwara M, Montminy M, Feramisco JR (1993). Signal transduction through the cAMP-dependent protein kinase. Mol Cell Biochem.

[40] Morris JK, Richards JS (1995). Luteinizing hormone induces prostaglandin endoperoxide synthase-2 and luteinization in vitro by A-kinase and C-kinase pathways. Endocrinology.

[41] Chin EC, Abayasekara DR (2004). Progesterone secretion by luteinizing human granulosa cells: a possible cAMP-dependent but PKA-independent mechanism involved in its regulation. J Endocrinol.

[42] Henriquez S, Kohen P, Munoz A, Godoy A, Orge F, Strauss JF, Devoto L (2017). In-vitro study of gonadotrophin signaling pathways in human granulosa cells in relation to progesterone receptor expression. Reprod BioMed Online.

[43] Leung PC, Steele GL (1992). Intracellular signaling in the gonads. Endocr Rev.

[44] Hatzirodos N, Irving-Rodgers HF, Hummitzsch K, Harland ML, Morris SE, Rodgers RJ (2014). Transcriptome profiling of granulosa cells of bovine ovarian follicles during growth from small to large antral sizes. BMC Genomics.

[45] Salilew-Wondim D, Ahmad I, Gebremedhn S, Sahadevan S, Hossain MD, Rings F, Hoelker M, Tholen E, Neuhoff C, Looft C (2014). The expression pattern of microRNAs in granulosa cells of subordinate and dominant follicles during the early luteal phase of the bovine estrous cycle. PLoS One.

[46] Toque HA, Fernandez-Flores A, Mohamed R, Caldwell RB, Ramesh G, Caldwell RW (2017). Netrin-1 is a novel regulator of vascular endothelial function in diabetes. PLoS One.

[47] Prieto CP, Ortiz MC, Villanueva A, Villarroel C, Edwards SS, Elliott M, Lattus J, Aedo S, Meza D, Lois P (2017). Netrin-1 acts as a non-canonical angiogenic factor produced by human Wharton's jelly mesenchymal stem cells (WJ-MSC). Stem Cell Res Ther.

[48] Xing Y, Lai J, Liu X, Zhang N, Ming J, Liu H, Zhang X (2017). Netrin-1 restores cell injury and impaired angiogenesis in vascular endothelial cells upon high glucose by PI3K/AKT-eNOS. J Mol Endocrinol.

[49] Yang X, Li S, Zhong J, Zhang W, Hua X, Li B, Sun H (2017). CD151 mediates netrin-1-induced angiogenesis through the Src-FAK-Paxillin pathway. J Cell Mol Med.

[50] Dakouane-Giudicelli M, Brouillet S, Traboulsi W, Torre A, Vallat G, Si Nacer S, Vallee M, Feige JJ, Alfaidy N, de Mazancourt P (2015). Inhibition of human placental endothelial cell proliferation and angiogenesis by netrin-4. Placenta.

[51] Baioni L, Basini G, Bussolati S, Cortimiglia C, Grasselli F (2010). Netrin-1: just an axon-guidance factor?. Vet Res Commun.

[52] Castets M, Mehlen P (2010). Netrin-1 role in angiogenesis: to be or not to be a pro-angiogenic factor?. Cell Cycle.

[53] Yang Y, Zou L, Wang Y, Xu KS, Zhang JX, Zhang JH (2007). Axon guidance cue Netrin-1 has dual function in angiogenesis. Cancer Biol Ther.

[54] Dickinson RE, Duncan WC (2010). The SLIT-ROBO pathway: a regulator of cell function with implications for the reproductive system. Reproduction.

[55] Yang J, Ruchti E, Petit JM, Jourdain P, Grenningloh G, Allaman I, Magistretti PJ (2014). Lactate promotes plasticity gene expression by potentiating NMDA signaling in neurons. Proc Natl Acad Sci U S A.

[56] Khan DR, Fournier E, Dufort I, Richard FJ, Singh J, Sirard MA (2016). Meta-analysis of gene expression profiles in granulosa cells during folliculogenesis. Reproduction.

[57] Wang PY, Petralia RS, Wang YX, Wenthold RJ, Brenowitz SD (2011). Functional NMDA receptors at axonal growth cones of young hippocampal neurons. J Neurosci.

[58] Charlesworth MC, Schwartz NB (1986). Estrogen inhibition of LH and FSH secretion: effects of a GnRH antagonist. Am J Phys.

[59] Shaw ND, Histed SN, Srouji SS, Yang J, Lee H, Hall JE (2010). Estrogen negative feedback on gonadotropin secretion: evidence for a direct pituitary effect in women. J Clin Endocrinol Metab.

[60] Schams D, Berisha B (2004). Regulation of corpus luteum function in cattle--an overview. Reprod Domest Anim.

[61] Reynolds LP, Grazul-Bilska AT, Redmer DA (2000). Angiogenesis in the corpus luteum. Endocrine.

How the deposited data were processed for this re-analysis (not part of the article)

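Bovine granulosa cells were cultured for 8 days with FSH and IGF-1, and RNA of 5 cultures with 30 mM sodium L-lactate, 5 with 30 mM NaCl and 5 without either addition was measured on 15 Bovine Gene 1.0 ST arrays, 1 per culture. The deposited values are log2 signals per transcript cluster that the authors made from the scanned arrays (GeneChip Scanner 3000) by background reduction, quantile normalization across the arrays and RMA summary in the Expression Console (version 1.4.1.46). They were used as deposited. Scanner files, scan dates and detection calls were not analysed here, so neither batches of arrays nor the signal over background could be tested. The number of arrays limits the precision of each comparison. Nothing in the labels or the paper's text says whether the replicates of a group come from separate pools of cells, so the p-values measure only the spread between these samples.

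The 26773 clusters were all tested, without a filter on signal. Names come from the platform annotation, in which 18457 clusters have 1 gene symbol, 688 several and 7628 no entry, and 15 of the latter were named from Table S4. Of 18166 clusters with 1 gene ID, 17996 were found in the bovine RefSeq annotation and 0 symbols had to be updated. Clusters with several symbols name no gene, and a gene with several clusters is represented by the cluster with the highest mean signal. The 403 symbols with more than 1 cluster are among 18023 distinct symbols.

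Groups were compared in R 4.3.3 with limma 3.58.1, in a fit with a coefficient for each of the 3 groups over all 15 arrays and without a replicate block. All p-values of single genes are limma's moderated ones, adjusted by Benjamini-Hochberg over all clusters, and a cluster counted as differentially expressed at an adjusted p under 0.05 and a fold change above 1.5 in either direction. Error terms are the SD between arrays and the standard error of limma's contrast. Exact two-sided permutation tests over 252 labellings of 5 against 5 arrays cannot give a p below 0.00794. Principal components were taken from the centred, unscaled values of all clusters. Tables were handled with data.table 1.17.8, Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and figures drawn with matplotlib 3.10.9.

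The labels and the paper's text do not say whether equal replicate numbers pair the samples. The values gave no sign of it, which does not exclude a shared pool with a small effect. After subtraction of the group means, the correlations between arrays of different groups with the same number lay between -0.0653 and 0.0655, 0 of 15 were above 0.1, and in 4 of the 15 the own number was the best match. The procedure was tested on simulated data, in which 200 clusters were changed by 1.3-, 1.7-, 2- and 3-fold, 50 each. It called 0, 46, 50 and 49 of them for L-lactate against NaCl, 1, 47, 46 and 50 for L-lactate against untreated and 1, 44, 50 and 50 for NaCl against untreated, with 0, 2 and 2 unchanged clusters called.

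Gene lists were compared between groups with camera of limma at its preset correlation of 0.01, with Benjamini-Hochberg adjustment over 29 lists per comparison. They cover the LH response and cumulus matrix, steroid synthesis, granulosa identity, the integrated stress response, cytosolic aminoacyl-tRNA synthetases, MondoA and ChREBP targets, glycolysis, hypoxia targets, lactate handling, angiogenic factors, netrins with SLIT and ROBO, semaphorins with their receptors and ephrins, NMDA receptors, cAMP-responsive genes, TGF-beta and BMP targets, the ERK pathway, immediate early genes, cell cycle, apoptosis, cholesterol synthesis, interferon-stimulated genes, hypertonicity targets, collagens, imprinted genes and markers of theca, stromal, endothelial, leukocyte and oocyte cells. The lists were written from general knowledge after Tables 2, 3 and S4 of the paper had been read. A further 6 lists were chosen by the study from these samples, namely the genes of Table 1, 3 pathways of Table S5, Fig. 4 and other genes named in the text, and only the numbers of differentially expressed members are given for these. Genes are named by a rule: for each comparison the 10 largest increases and the 10 largest decreases among clusters with 1 symbol and no overlap between the groups, every gene the paper names in its results, discussion, Tables 1 to 3 and Fig. 4, and up to 4 members of each list with the largest change. Some of these genes are not reported here. Table S4 was read before the rule was written, so its values count as seen. The tests, thresholds, lists, naming rule and alternatives were set before the data were examined, except that clusters with identical values were counted once in an alternative added later, and that the tests which the closing section names as chosen after the result were added later as well.

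The alternatives were a fit of the 10 arrays of a comparison alone, a t-test without moderation, with and without Tukey biweight averages for the fold change, the replicate block, each array left out in turn, clusters below the 30th percentile of mean signal (dim clusters) left out, quantile normalization repeated, arrays centred on their medians, a trended and robust variance prior, array weights, only clusters with a symbol, other fold thresholds and limma's treat. The t-test stands in for the ANOVA that the paper's methods name. Principal components were also taken from scaled values, and gene lists also tested with an estimated correlation, with fry and with the mean of all clusters of a gene. Comparisons that share a group of arrays were set beside 100 simulations and beside 20 divisions of the shared arrays. The quantitative PCR data and the pre-cultured sample were not used here, nor was the upstream regulator analysis, whose tables name no target genes. For LDHB, STAR, TUBB3 and SEMA6B no cluster carries the symbol alone, and these genes have no value here.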

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

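The tests of a scaling that acts alike on genes of similar signal, of cells of another type, of fewer granulosa cells and of L-lactate as opposed to its sodium for CYP19A1 alone were chosen only after the result was seen, and the gene lists were written after Table S4 of the paper had been read.

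The genes of the integrated stress response were lower with L-lactate, which the paper's text does not discuss, although its Table S6 lists ATF4, their regulator, as inhibited. Against untreated cells, 1 of the 25 genes was higher and 19 were lower, adjusted over all clusters as over the list alone, with adjusted p = 2.3e-18 by camera, but 0.06 with an estimated correlation. An increase of these genes by NaCl was argued against, since their median against untreated cells was -0.84 with L-lactate and -0.20 with NaCl, and so was a scaling that acts alike on genes of similar signal (a mean of 8.46), since the 18 genes of glycolysis (a mean of 8.64) differed between L-lactate and NaCl by a median of 0.37 and a lower quartile of 0.24, where the median of the stress response genes was -0.58. A shift common to most clusters, which normalization removes, stays open, since the other scalings, under which at least 98.3% of the median difference between L-lactate and NaCl stayed, moved the median of all clusters by 0.00984 at most, too little for a test. A response to L-lactate itself or to other properties of the medium, such as its acidity, was not tested and stays open as well.

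Most clusters that NaCl changed were moved the same way by L-lactate, 88.6% of 307, and 64 differed between L-lactate and NaCl in the direction opposite to the change by NaCl (52 to 67 with the NaCl arrays divided), and the paper reports neither. The untreated arrays that both differences share are not the whole cause, since with these arrays divided the share was 81.3% at the lowest, above the highest of 67.8% in data simulated without an effect of L-lactate. A response to higher tonicity in both media may contribute, since the lower of the medians of its 10 genes against untreated cells was 0.11, with L-lactate, as that explanation needs. With L-lactate, however, that list did not pass by camera, and with NaCl it did not pass with an estimated correlation. Sodium, chloride and tonicity were not varied apart from each other, so their shares were not tested.

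CYP19A1 was lower and H19 higher in L-lactate than in NaCl treated cells. A loss of granulosa cells large enough to account for the decrease of CYP19A1 is argued against. The lower quartile of the 18 granulosa genes was -0.40, above the share of the -1.22 of CYP19A1 (SE 0.06) set for this explanation. A smaller loss stays open, since the list was lower with a median of -0.19 (adjusted p = 0.0012 by camera and 0.15 with an estimated correlation). Cells of another type stay open as well. The medians of 4 marker lists lay between -0.09 and 0.12 with members that went both ways, although the paper describes the aspirated cells as almost free of theca cells. The difference of L-lactate from untreated cells was 0.627 of that from NaCl treated cells for CYP19A1, above the share set for L-lactate as opposed to its sodium. NaCl alone gave CYP19A1 a log2 difference of 0.46 in the other direction (adjusted p = 1.4e-04 by limma). For H19 the ratio was 0.275, below that share, and NaCl alone gave H19 a log2 difference of -2.49, so the prediction was not met for both genes. Both media held the same added sodium, so the difference from untreated cells combines L-lactate and sodium. A low ratio therefore cannot reject an effect of L-lactate at equal sodium, and the ratios decide the cause for neither gene.

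Single arrays lay far from the other 4 of their group by Dixon's criterion (a gap above 0.71 of the group's range) in 27 of 324 groups of 5 values, from the genes named in the text, the first components and the array medians. Chance gives about 1 in 20, or 16.2, and values of an array are not independent of each other. No array of the 15 had more than 4 of them. Among L-lactate arrays the log2 signals were APOD at 7.76 (others 6.50 to 6.82) in replicate 1, FGF2 at 6.77 (others 6.58 to 6.62) in replicate 2, CCND1 at 6.50 (others 6.87 to 6.99) in replicate 3 and EGLN3 at 5.44 (others 5.77 to 5.88) in replicate 5. L-lactate replicate 5 also had a score of 0.865 on the second component (others -7.74 to -5.60) and a median of 4.52 (others 4.54 to 4.55). Among NaCl arrays they were ENO2 at 5.54 (others 5.79 to 5.85), HHIP at 3.62 (others 3.91 to 4.01) and KLF10 at 7.25 (others 7.12 to 7.15) in replicate 1, AGTR2 at 4.94 (others 4.23 to 4.41), H19 at 5.21 (others 3.88 to 4.26), HSD3B1 at 12.01 (others 11.98 to 11.99) and PDE4B at 4.49 (others 4.10 to 4.18) in replicate 2, SLC16A1 at 8.05 (others 8.14 to 8.18) in replicate 3 and CDKN1C at 4.51 (others 4.84 to 4.91), FSHR at 9.13 (others 9.29 to 9.32), NRP2 at 4.07 (others 4.47 to 4.61) and PRPS2 at 7.85 (others 7.98 to 8.03) in replicate 5. Without NaCl replicate 2, the fold change of H19 between L-lactate and NaCl was 12.6. Among untreated arrays they were B3GALT2 at 7.14 (others 6.89 to 6.94), CYP19A1 at 8.66 (others 8.45 to 8.50), IFIT1 at 7.79 (others 7.98 to 8.01) and ROBO2 at 7.76 (others 7.63 to 7.64) in replicate 1, BAX at 7.36 (others 7.28 to 7.30) and PDE4B at 4.21 (others 4.43 to 4.51) in replicate 2, EREG at 5.29 (others 5.45 to 5.52) and SLC16A1 at 8.29 (others 8.18 to 8.20) in replicate 3 and SST at 6.72 (others 7.06 to 7.19) in replicate 4. The cause of these single values was not tested.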

How the results depend on the processing

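Counting clusters with identical values once was chosen after the data were seen and gave 503, 872 and 306 clusters for L-lactate against NaCl, L-lactate against untreated and NaCl against untreated. Over this and the other tests, scalings, priors, weights and filters at the same fold threshold, the numbers were 456 to 512, 743 to 891 and 251 to 310, and with 1 array left out 503 to 527, 832 to 899 and 287 to 323. With only clusters that have a symbol, 71 clusters were higher with NaCl than in untreated cells, since fewer were tested. The fold threshold sets these numbers: above 1.2 they were 2775 (1471 higher and 1304 lower), 3676 (1915 higher and 1761 lower) and 1458 (662 higher and 796 lower), and without one 5941 (2870 higher and 3071 lower), 7254 (3574 higher and 3680 lower) and 3195 (1640 higher and 1555 lower). Of the qPCR genes, 7 then differed between NaCl treated and untreated cells. Treat against 1.2-fold gave 838 (527 higher and 311 lower) and 1447 (831 higher and 616 lower). The first component held 24.3% of the variance with clusters scaled and 42.8% without dim clusters, where the second held 17.2%; the cause was not tested. With 1 array left out they held 29.3% to 33.3% and 13.1% to 16.0%. Gene lists past the threshold fell from 15, 12 and 13 to 9, 6 and 0 with an estimated correlation, where 6 of the last had an unadjusted p under 0.05 and the cause was not tested, and numbered 21, 24 and 20 with fry, which does not set a list against other genes. The replicate block left 14, 12 and 13. With the untreated arrays divided, the share of NaCl-changed clusters that L-lactate moved the same way was at least 81.3%, where fewer arrays enter each difference. Of 13932 values of named genes under other settings, 13478 stayed on the same side of the threshold, 76 were no longer past it, 378 were newly past it and 0 turned. Of those newly past it, 116 came with a fold change above 1.2, 157 without a fold threshold and 34 with treat. These settings leave the log2 differences as they are, and many genes were named for their large changes, so few values could turn. Scalings moved an array's median by at most 0.013 (quantile) and 0.046 (centring). Signal over background was not analysed here, so no threshold separates the low signals of genes such as AREG and SLIT2 from background.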

Differences from the paper's values

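No value of the paper that was computed here differs from it by more than 1.5-fold, for a count or a share, or by more than the spread between the arrays, for a fold change or a signal. Of the alternatives set before the data were examined, those at the paper's fold threshold of 1.5 do not either. Those at another one go beyond 1.5-fold of the paper's numbers at 1.5, namely limma's treat against 1.2-fold, with 838 clusters for L-lactate against NaCl and 1447 for L-lactate against untreated, but 361 for NaCl against untreated, which is within 1.5-fold of the paper's, a fold change above 1.2, with 2775 (the paper's 2429 at this threshold, from which it does not differ by 1.5-fold), 3676 and 1458, and no fold threshold, with 5941, 7254 and 3195. At the paper's thresholds, limma gave 505 clusters for L-lactate against NaCl (the paper's 487), 875 for L-lactate against untreated (the paper's 788) and 307 for NaCl against untreated (the paper's 266). The table used here holds 26773 clusters, more than the paper states. The fold change of TXNIP was 22.8 (the paper's 21.97) and that of H19 10.8 (the paper's 12.36). With Tukey biweight averages they were 22.0 and 12.4, and every fold change of Table S4 at hand was met to within 0.01, against 123 of them with plain means. This is the setting under which these fold changes fall within the paper's, whereas its numbers of clusters, 501, 841 and 291, stay above them, and the paper's text does not name its averages.

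Of the clusters of Table S4 at hand, 1 fewer than the paper counts, 458 were differentially expressed here and 28 were not. With a t-test without moderation and Tukey biweight averages, 0 were not, and 501 clusters passed in all. Among those past the fold threshold under this setting and not with plain means of all arrays are HHIP with a log2 difference of -0.55 and -0.63 with biweight averages, LPAR1 with 0.57 and 0.60, and PRDM1 with 0.57 and 0.71. They also passed it with plain means of fewer arrays, HHIP with -0.60 and -0.61 without L-lactate replicate 3 or NaCl replicate 1, LPAR1 with 0.62, 0.59 and 0.60 without L-lactate replicate 5 or NaCl replicate 1 or 2, and PRDM1 with 0.61 and 0.63 without NaCl replicate 1 or 5 and with 0.59 with array weights. HHIP and LPAR1 are in Table S5 and PRDM1 in Fig. 4. Table 3 does not list ASPN and ECM2, the latter chosen here after its values were seen, among the largest decreases, and here their fold changes of -2.52 and -2.26 rank before those of GPT with -2.24 and B3GALT2 with -2.20, which it does list.

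The paper describes FOXL2 as unaffected by L-lactate and the members of the SLIT, ROBO and NMDA receptor families, without naming each, as not differentially expressed. FOXL2, ROBO2, SLIT2 and GRIN2D did not pass its thresholds here either, and without the fold threshold their adjusted p was 7.3e-06, 2.6e-07, 0.013 and 0.0071, with log2 differences of -0.58, -0.45, -0.28 and -0.26. The paper describes markers of granulosa cell differentiation as free of unspecific changes. Its PCA of the qPCR data, which were not used here, placed untreated and NaCl treated cells near each other. On the arrays, 10 of the 14 genes of Table 1 did not differ between NaCl treated and untreated cells at its thresholds, whereas AHSG, HAS2 and PTX3 were lower and LHCGR was higher with NaCl, with log2 differences of -0.69, -1.34, -1.45 and 0.80.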

Other observations

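The gene lists of this part were written after Table S4 of the paper had been read, so the changes of their members between L-lactate and NaCl count as seen. Other groupings of the 10 arrays of each comparison into 5 and 5 were drawn, 100 with the real one included, and fitted without the third group. In each comparison, 1 grouping in 100, the real one, gave as many clusters, which argues against a random division of these arrays. The other groupings mix arrays of both groups, which widens the spread and leaves few clusters to call. A chance difference between cell preparations cannot be excluded in this way, since it is not stated whether the replicates come from separate pools. The real grouping gave 505 clusters for L-lactate against NaCl, 874 for L-lactate against untreated and 300 for NaCl against untreated, and the highest of the others 1, 0 and 0.

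Genes that hypoxia induces were higher in L-lactate than in NaCl treated cells. Of 22 such genes, 5 rose and none fell (5 and 0 adjusted over the list alone), with a median of 0.30 and adjusted p = 4.4e-08 by camera, but 0.089 with an estimated correlation. EGLN3 rose by 1.13 (SE 0.14), BNIP3 by 0.85 (SE 0.07) and MXI1 by 0.75 (SE 0.06), each with all 5 L-lactate arrays above all 5 NaCl arrays. Against untreated cells, 3 of these genes were higher and 2 lower with L-lactate (3 and 2 adjusted over the list alone). The list was higher there with a median of 0.13 (adjusted p = 0.016 by camera and 0.47 with an estimated correlation). EGLN3 fell by 0.61 (SE 0.14), close to the fold threshold and with L-lactate replicate 5 at 5.44 below the others at 5.77 to 5.88. With NaCl, 0 were higher and 2 lower than in untreated cells (0 and 2 adjusted over the list alone), and the list was lower (adjusted p = 1.5e-04 by camera and 0.22 with an estimated correlation).

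With L-lactate, IFIT1 had a log2 difference of -1.28 (SE 0.07, all 5 arrays lower) from NaCl treated and of -1.67 (SE 0.07) from untreated cells. It was the only one of 21 interferon-stimulated genes to pass (0 higher and 1 lower adjusted over the list alone). This list had a median of -0.02 and a mean of -0.03, while camera placed it upward without passing (adjusted p = 0.8). Of 13 collagen genes, 1 was higher and 1 lower with L-lactate than with NaCl (1 and 1 adjusted over the list alone), and the list did not pass (median -0.12, adjusted p = 0.37 by camera). None of 6 oocyte genes differed by limma (0 adjusted over the list alone, and 0 higher and 0 lower without a fold threshold), and the list did not pass (median -0.08, adjusted p = 0.4 by camera). Its mean log2 signal of 2.63 lay below the lowest array median of 4.52, so this says little about oocytes. Of 14 other genes that the paper names in its text, 4 were higher and 1 was lower (4 and 1 adjusted over the list alone), which is not independent evidence.

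Against untreated cells, 12 of 29 lists shifted with L-lactate, 9 up and 3 down, and 6 of them with an estimated correlation. Of 18 genes of the ERK pathway 10 were higher and 0 lower (10 and 0 adjusted over the list alone), with adjusted p = 7.7e-11 by camera and 0.018 with an estimated correlation. For the LH response and cumulus matrix the numbers were 8 and 0 of 18 (8 and 0 adjusted over the list alone), with adjusted p = 1.2e-06 and 0.025, and for glycolysis 3 and 0 of 18 (3 and 0 adjusted over the list alone), with 3.7e-09 and 0.027. Of 23 cell cycle genes 4 were higher and 0 lower (4 and 0 adjusted over the list alone), which passed by camera (1.7e-08) and not with an estimated correlation (0.11). With NaCl alone, 13 lists shifted, 3 up and 10 down, and 0 with an estimated correlation. They include immediate early genes, of which 4 fell and none rose (0 and 4 adjusted over the list alone), with adjusted p = 0.017 by camera and 0.22 with an estimated correlation.

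Across all clusters, the log2 differences of L-lactate against NaCl and of NaCl against untreated had a covariance of -0.00738, where the shared NaCl arrays alone gave -0.00466 in simulated data. The covariance of L-lactate against NaCl with L-lactate against untreated was 0.0369, against 0.00466 from the shared L-lactate arrays, and that of both treatments against untreated cells 0.0234, against 0.00463. Genes are not independent replicates, and no test was made of these values.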
